# Efficient Heat Shock Response Affects Hyperthermia-Induced Radiosensitization in a Tumor Spheroid Control Probability Assay

**DOI:** 10.3390/cancers13133168

**Published:** 2021-06-25

**Authors:** Oleg Chen, Soňa Michlíková, Lisa Eckhardt, Marit Wondrak, Adriana M. De Mendoza, Mechthild Krause, Damian D. McLeod, Leoni A. Kunz-Schughart

**Keywords:** hyperthermia, radiation therapy, proteotoxic stress, spheroids, heat shock proteins (Hsps), head and heck squamous cell carcinomas (HNSCC)

## Abstract

**Simple Summary:**

Resistance to therapy and subsequent relapse of the disease are common in patients with cancers in the head and neck region (HNSCC). Recent technological advancements have revitalized the concept of combining hyperthermia (HT) with radio(chemo)therapy for treating these patients. Heat inherently affects multiple cellular components and destroys protein structures, thereby influencing the DNA damage response. However, the plethora of adverse mechanisms in HT-induced radiosensitization is still not fully elucidated. We uniquely evaluated the radiosensitizing potential of HT in HNSCC cells using a sophisticated spheroid assay platform, which turned out as a powerful tool to compare different treatment modalities and gain new mechanistic insight. We show that HT disrupts vital cellular proteostasis and affects global stress response signaling. This triggers massive heat shock and proteotoxic stress responses contributing to the cancer cells’ protection against HT-induced radiosensitization. Selected molecules in this scenario may serve as new targets for combination with hyperthermia and radiotherapy.

**Abstract:**

Hyperthermia (HT) combined with irradiation is a well-known concept to improve the curative potential of radiotherapy. Technological progress has opened new avenues for thermoradiotherapy, even for recurrent head and neck squamous cell carcinomas (HNSCC). Preclinical evaluation of the curative radiosensitizing potential of various HT regimens remains ethically, economically, and technically challenging. One key objective of our study was to refine an advanced 3-D assay setup for HT + RT research and treatment testing. For the first time, HT-induced radiosensitization was systematically examined in two differently radioresponsive HNSCC spheroid models using the unique in vitro “curative” analytical endpoint of spheroid control probability. We further investigated the cellular stress response mechanisms underlying the HT-related radiosensitization process with the aim to unravel the impact of HT-induced proteotoxic stress on the overall radioresponse. HT disrupted the proteome’s thermal stability, causing severe proteotoxic stress. It strongly enhanced radiation efficacy and affected paramount survival and stress response signaling networks. Transcriptomics, q-PCR, and western blotting data revealed that HT + RT co-treatment critically triggers the heat shock response (HSR). Pre-treatment with chemical chaperones intensified the radiosensitizing effect, thereby suppressing HT-induced Hsp27 expression. Our data suggest that HT-induced radiosensitization is adversely affected by the proteotoxic stress response. Hence, we propose the inhibition of particular heat shock proteins as a targeting strategy to improve the outcome of combinatorial HT + RT.

## 1. Introduction

Recent technological advances in local hyperthermia (HT) delivery and monitoring have been critical for implementing thermoradiotherapy in standard clinical practice to treat various (mainly superficial) cancers, opening new attractive prospects in precision and personalized combinatorial treatments for deep-tissue tumors [1,2,3,4,5,6]. They also revitalized the attempts to combine HT with radio(chemo)therapy for treating head and neck squamous cell carcinoma (HNSCC) patients [7,8]. Different HT setups and treatment regimens may not induce comparable radiosensitizing responses—not even on the cellular level. Hence, ongoing efforts must systematically compare diverse treatment settings and options in HNSCC cell and tumor models, both in vitro and in vivo. Determining the most effective combination of HT and radiotherapy (RT) is clinically relevant. However, it proves particularly difficult because the treatment success depends on highly variable and flexible parameters such as treatment schedule and appropriate choice of radiation and thermal dose, the latter being defined by temperature and exposure time.

The most appropriate curative endpoints for radiotherapy outcome in vivo are the tumor control probability (TCP) and tumor control dose 50% (TCD_50_ = irradiation dose required to cure 50% of tumor-bearing animals) [9,10,11,12]. Such in vivo approaches are time-consuming, expensive, and ethically problematic. The main in vitro assays, on the other hand, have insufficient predictive power as they are still based on 2-D cell culture models, which neither resemble the 3-D morphology of cells and their nuclei nor do they adequately reflect the tumor microenvironment. Multicellular tumor spheroids (MCTS) mimic various therapeutically relevant pathophysiological characteristics of tumor microregions. These include 3-D cell-cell and cell-matrix interactions and in-vivo-like oxygen, nutrient, and proliferation gradients [13,14]. Furthermore, the 3-D cellular context and geometry are central regulators of gene expression, cellular signaling, and mechanotransduction [15,16,17]. Altogether, this makes tumor spheroids a valuable in vitro model with intermediate complexity to monitor the impact of HT on RT outcome. Nonetheless, it is not only the use of spheres or spheroids that counts, but it is also (and in particular) the analytical endpoints that can make sphere/spheroid platforms a valuable tool to systematically test HT + RT treatment parameters of interest.

Relevant pre-clinical and clinical endpoints to be reflected in MCTS assays are growth delay (non-curative) and long-term control probability (curative). From the less than one dozen studies using HT + RT in spheroid cultures [18,19,20,21,22,23,24,25,26,27,28], a few have indeed analyzed spheroid volume growth delay as a response to therapy [27,28]. However, therapeutic read-outs as pendants to TCP and TCD_50_ were not considered. The long-term monitoring analytical endpoints of spheroid control probability (SCP) and spheroid control dose 50% (SCD_50_ = irradiation dose to control 50% of the spheroids) have recently been established for combinatorial radiotherapy testing in spheroids, including HNSCC spheroid models [29,30,31], but have not yet been utilized in the context of HT + RT. Despite our ongoing attempts to improve the predictive value of these SCP assays, i.e., by including various stromal cell populations or by implementing clinically relevant fractionated irradiation regimes, we aim to provide a sophisticated tool that allows an improved pre-selection of the most promising HT + RT treatment settings from numerous options for further in vivo validation. The first step to achieve this is to adapt the basic read-out and demonstrate the SCP assay’s potential to quantify the thermal enhancement in radioresponse. Therefore, the present study uniquely evaluated the thermal dose-response relationship (37–46.5 °C) in HT-induced radiosensitization using multicellular HNSCC spheroid models and the proposed long-term analytical endpoints. The presented data based on >6000 spheroids and >120,000 images support the usefulness of the proposed assay to assess HT + RT settings.

Radiosensitization by HT in different cancer models can be attributed to diverse cellular effects [32,33]. HT alone disrupts thermal protein homeostasis (proteostasis) and induces heat shock (HSR) and unfolded protein (UPR) responses [34,35]. However, the consequences of HSR and UPR may essentially vary in different cell types, and for different thermal doses, duration of heat exposure, or when HT is combined with RT. Hence, they can have a strong protective function or switch to a cytotoxic response and cell death scenarios. The regulation of various chaperones integral to heat shock (HSR) and proteotoxic stress responses could thus foster or, more likely, adversely affect the radiosensitizing potential of HT. For example, Hsp27, Grp78, Hsp70, and Hsp90 might be upregulated in malignant cells [36], helping them adapt to stress conditions. The precise role of HSR and proteotoxic stress in HT-induced radiosensitization remains ambiguous. Therefore, we used our HNSCC spheroid model and assay to elucidate HSR and proteotoxic stress pathways upon HT and HT + RT via transcriptomics, qPCR/RT-PCR, and western blotting combined with the application of chemical chaperones. Our findings provide new fundamental insight into protective stress response mechanisms that promote survival in HNSCC spheroids upon HT + RT and support the use of the SCP assay as an analytical tool to pre-evaluate the potential of HT + RT combined with new (multi-)targeted therapies.

## 2. Materials and Methods

### 2.1. Cell Lines and Culture Conditions

Two human HNSCC cell lines were used in this study: SAS cells obtained from the HSRRB/JCRB (Osaka, Japan) and FaDu cells, a subline of the FaDu-ATCC HTB-43 [37]. Both cell lines were routinely tested free of mycoplasms using a PCR Mycoplasma Kit (AppliChem, Darmstadt, Germany), and the genetic profile was verified before use via microsatellite analyses using multiplex PCR kits as detailed previously [38]. Cultures were routinely grown from validated frozen stocks for ≥2 to ≤20 passages (<120 cumulative population doublings).

The cells were cultured as monolayers in standard Dulbecco’s Modified Eagle Medium (DMEM) with L-glutamine, D-glucose (1 g/L) and 25 mM HEPES supplemented with 10% heat-inactivated fetal calf serum (FCS) and 1% penicillin/streptomycin (10,000 U/mL/10 mg/mL). Cells were kept at 37 °C in a humidified atmosphere with 8% CO_2_. Exponentially growing cultures were enzymatically dissociated using 0.05% trypsin/0.02% EDTA in phosphate-buffered saline (PBS) to obtain single-cell suspensions for passaging and spheroid initiation. All culture media, supplements, solutions, and buffers were purchased from PAN-Biotech (Aidenbach, Germany). A CASY^®^ TTC analyzer (Roche Innovatis, Reutlingen, Germany) was used to monitor cell culture quality and assess cell numbers and volumes in single-cell suspensions for further processing.

### 2.2. Spheroid Routine Culturing and Monitoring

Spheroids were cultured in liquid overlay as described earlier [29]. In brief, 800–1000 SAS or 1800–2000 FaDu cells derived from exponentially growing monolayer cultures were seeded in 200 µL of regular DMEM per well in 96-well plates coated with 1.5% agarose (Sigma-Aldrich Chemie, Taufkirchen, Germany). All experiments were performed after 4 days of incubation when spheroids of both cell lines reached a mean diameter ~400 µm. A Biomek 4000 Automated Liquid Handler (Beckman Coulter, Brea, CA, USA) was used to feed spheroids every 48–72 h by exchanging 50% of the supernatant with standard DMEM. Spheroid integrity and morphology were routinely monitored, and growth kinetics was assessed by semi-automated measurements of spheroid diameters (and volumes) either from phase-contrast images taken with an automated Axiovert 200M microscope (Carl Zeiss, Oberkochen, Germany) as detailed in [29,31] or from bright-field images acquired with a Cytation5 Imaging System (BioTek Instruments, Winooski, VT, USA). The latter was set up for 96-well agarose-coated plates to produce a Z-stack projection from six images taken per spheroid (4× objective; bottom image setting: −30 µm from the vertical center of the well, step size: 150 µm).

### 2.3. Hyperthermia and Irradiation Treatment

Prior to all treatments, the supernatant in the 96-well plates was reduced to 100 µL per spheroids and well, respectively. Plates were then sealed with ThermalSeal^®^ thermoresistant sealing film (Excel Scientific, Victorville, CA, USA) and placed in a pre-heated temperature-controlled PST-60HL-4 Plate Thermo-Shaker (BioSan, Riga, Latvia) for a time-defined exposure to HT. Control spheroids were incubated in parallel in sealed plates at 37 °C. The heating profiles in the wells of agarose-coated 96-well plates were recorded for different temperature settings via a TC-08 8 channel thermocouple data logger (Pico Technology, Cambridgeshire, UK) combined with type T thermocouples (RS Components, Corby, UK) and analyzed before using the system for standardized HT treatment (Figure S1a). The actual temperature was 0.5 °C higher than the setting of the device. 95% of the target temperature was reached within 10 min. The treatment times stated in this study comprise the entire heating period, starting with the placement of the plates in the device.

For RT treatment, spheroids were irradiated in the 96-well plates at room temperature using single doses of 0–25 Gy (200 kV X-rays; 0.5-mm Cu filter; YxlonY.TU 320; Yxlon International, Hamburg, Germany). In the combination treatment settings, irradiation was applied immediately after HT exposure (within ~1 min). Upon completion of the treatment, 100 µL of fresh medium were added to each well, and the plates were transferred back to standard culture conditions. The spheroids were then routinely fed as described before and monitored for up to 60 days or collected at defined time points (0.5–24 h after HT or HT/RT) for further processing and molecular analyses.

### 2.4. Exposure to Chemical Chaperones

Two different chemical chaperones were applied in this study—tauroursodeoxycholic acid (TUDCA, Merck, Darmstadt, Germany) and sodium phenylbutyrate (4-PBA, Cayman Chemical, Ann Arbor, MI, USA). TUDCA and 4-PBA were always freshly dissolved in deionized H_2_O at 8 mM and 100 mM, respectively, and further diluted 1:10 in supplemented DMEM directly before use. For spheroid exposure, the supernatant was reduced to 100 µL per well and re-supplemented by 100 µL of the chaperone solution to reach final concentrations for the treatment of 0.4 mM for TUDCA and 5 mM for 4-PBA. DMEM with an equivalent H_2_O content was used as vehicle control. After 1 h of incubation, 50% of the chaperone-containing media were removed, plates were sealed, and the treatment procedure continued as described above. In the long-term experiments, exposure to the chaperones was terminated after 24 h by careful washing and transferring the spheroids into fresh agarose-coated 96-well plates using the automated pipetting system equipped with wide-bore tips.

### 2.5. Spheroid Volume Growth Delay and Spheroid Control Probability (SCP) Assays

All spheroids were imaged individually directly before treatment and every 48–72 h thereafter until they reached ~900 µm in diameter. Spheroid sizes and subsequent volumes were determined from the images as described [29,38]. Relative growth delay was calculated as a time interval of each spheroid in a treatment arm to reach 5-times its initial volume before the onset of treatment (5 × V_0_) divided by the average time required by an untreated spheroid control population. For this purpose, we identified the monitoring time points closest to the individual 5 × V_0_ and calculated the individual times to reach 5 × V_0_ via regression analyses through the logarithm of the corresponding spheroid volumes. The Mann-Whitney U test was used for statistical comparison.

The spheroid control probability assay was basically carried out as previously highlighted [30,31]. Spheroid integrity and size was monitored routinely over a period of up to 60 days post-treatment. Spheroids which did not recover growth within the observation time and enlarged over at least three consecutive time points were declared as controlled (Figure S1b). The proportions of controlled spheroids as function of time after treatment are illustrated as Kaplan-Meier curves and were statistically compared using the Log-rank (Mantel-Cox) test. The SCP refers to the proportion of spheroids that lost regrowth capacity in a particular treatment arm. SCP values were recorded as function of the irradiation dose. An in-house Python-based program was used to generate spheroid dose-response curves by fitting a logistic regression dose-response model (1) according to the tumor control probability in vivo assay [39]: (*D*: irradiation dose; *a*,*b*: variables):

(1) $$\mathrm{SCP}=\frac{1}{1+e^{\left(-a-bD\right)}}$$

Every SCP dose-response curve comprises eleven irradiation treatment arms (0, 2.5, 5, 7.5, 10, 12.5, 15, 17.5, 20, 22.5, and 25 Gy) and derived from the monitoring of roughly 600 spheroids which refers to a set of ~15,000 images. Subsequently, the spheroid control dose 50 (SCD_50_) was calculated as the dose leading to an SCP of 50% (= loss of regrowth capacity in 50% of the spheroid population). Bootstrapping with 4000 samples was carried out to determine 95% confidence intervals and estimate statistical significance. The thermal enhancement ratio (TER) was calculated as the ratio of the computed SCD_50_ values in spheroids treated with RT alone vs. HT + RT combination treatment.

All spheroid volume growth and SCP data documented in our study originate from N = 2 independent experiments for each cell model, with a total of ∑n ≥ 56 spheroids per treatment arm (up to 5 HT × 11 RT doses = 55 treatment arms; *n* ≥ 26 spheroids per treatment arm and experiment). All statistical analyses were performed with pooled data sets.

### 2.6. Reverse Transcription (RT-) and Real-Time Quantitative-(q-)PCR Analyses

Total cellular RNA was isolated from SAS and FaDu spheroids using the RNeasy Mini kit (QIAGEN, Hilden, Germany) according to the manufacturer’s protocol. RNA concentrations and quality were verified with a Nanodrop One spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). 0.5 µg of total RNA was used for cDNA synthesis with the Verso cDNA Synthesis Kit (Thermo Fisher Scientific); cDNA was diluted (1:10), and a one-step PCR reaction was performed using the GoTaq qPCR Master Mix (Promega, Madison, WI, USA) according to the manufacturer’s instructions. Data were collected and analyzed with the Applied Biosystems StepOnePlus Real-Time PCR System and the v.2.2.2 StepOne Software (Life Technologies, Applied Biosystems, Darmstadt, Germany). The relative gene expression of control versus treated cells was assessed by the comparative threshold cycle (ΔΔCt) method with *ACTB* gene expression serving as reference.

Classical PCR was carried out in an MJ Research PTC-200 Thermal Cycler (Bio-Rad, Hercules, CA, USA) using the GoTaq Flexi DNA Polymerase Kit (Promega) with specific primers for *XBP1* (spliced and unspliced form) or selected Hsps. Conditions for the PCRs were as follows: initial denaturation at 95 °C for 5 min, denaturation in cycles at 95 °C for 30 s, annealing at 55 °C for 30 s, synthesis at 72 °C for 1 min, and a final extension step at 72 °C for 7 min. PCR products and GeneRuler 100 bp Plus DNA Ladder (Thermo Fisher Scientific) were separated by 2.0% or 4.0% agarose gel electrophoresis, visualized via RedSafe (iNtRON Biotechnology, Seongnam-Si, Korea) dye staining, and documented using the GeneGenius Gel Imaging System (Syngene, Cambridge, UK). Table S1 lists all primer pairs with product sizes. All values from the mRNA expression analyses are presented as mean (+SD) from three independent experiments, each with ≥2 technical replicates (N = 3, *n* ≥ 2). Treatment arms were compared to the untreated controls using a paired Student’s *t*-test.

### 2.7. Western Blotting

Western blots were performed using whole-cell protein extracts from 3-D cultures as described previously [40]. Protein content was determined with the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific) as described by the manufacturer. Samples were separated by gradient 4–20% SDS-PAGE Precast protein gels (Bio-Rad) and transferred onto nitrocellulose membranes (Whatman, GE Healthcare, Dassel, Germany). Diverse primary antibodies (see Table S2) were applied according to the manufacturers’ instructions to label specific non-phosphorylated and phosphorylated proteins of interest. Horseradish peroxidase-conjugated goat anti-mouse or anti-rabbit IgG secondary antibodies (Cell Signalling Technology, Leiden, Netherlands) were applied for signal detection. The immunoreactive bands were visualized with a chemiluminescence detection kit (Santa Cruz Biotechnology, Dallas, TX, USA) and documented using a ChemiDoc Imaging System (Bio-Rad). GAPDH protein levels were used as loading controls. All experiments were performed in triplicate (N = 3); reproducible observations are illustrated by representative Western blot images.

### 2.8. Transcriptomics

For RNA-Seq, total RNA was isolated from FaDu and SAS spheroids as described above in PCR analyses. RNA samples from N = 3 independent experiments in both spheroid models were quantified using a Qubit 2.0 Fluorometer (Life Technologies, Darmstadt, Germany). The RNA integrity was verified with an Agilent Fragment Analyzer (Agilent Technologies, Santa Clara, CA, USA). RNA-Seq libraries were prepared and sequenced by GENEWIZ (Leipzig, Germany) with an Illumina NovaSeq™ 6000 system. Raw sequence data (.bcl files) were converted into FASTQ files and de-multiplexed via the Illumina bcl2fastq 2.19 Software. Differential gene expression was analyzed with the DESeq2 normalization approach. The Wald test was used to generate adjusted *p*-values and log2 fold changes in expression for HT/RT treatments of interest relative to control spheroids. Genes with an adjusted *p*-value < 0.05 and absolute log2 fold change >1 were classified as differentially expressed. These genes were clustered by their gene ontology (GO), and the enrichment of GO terms was tested for significance using the Fisher’s exact test (GeneSCF v1.1-p2). The accession number for the RNA sequencing data reported in this paper is NCBI GEO: GSE150922.

## 3. Results

### 3.1. HT Induces Minimal Spheroid Growth Delay at Clinically Relevant Temperatures

First, we analyzed volume growth delay induced by various HT treatments alone. Figure 1a shown the morphology of representative FaDu and SAS spheroids as function of time after exposure, and Figure 1b documents the mean volume growth kinetics of multiple spheroids treated with different HT doses. Growth delay of each individual spheroid was calculated as the time required to reach 5× its initial volume before treatment (V_0_) relative to the time needed by untreated control spheroids. The analytical data reveal that HT at 42.5 °C for 30 and 60 min had little or no effect on spheroid volume growth (Figure 1c, Table S3). Only more severe HT at higher temperatures (46.5 °C) caused a substantial growth delay in both spheroid types. The HT effect on volume growth was in general stronger in SAS than FaDu spheroids.

### 3.2. HT Induces Sensitization of HNSCC Spheroids to Single Dose Irradiation

We next performed long-term spheroid control probability (SCP) assays to address the putative ‘curative’ radiosensitizing potential of different thermal doses. FaDu and SAS spheroids can growth arrest, shrink or disintegrate after irradiation. Subsequently, they show a radiation dose-dependent capacity to regrow after treatment (Figure S1b). The potential to recover is reflected by the proportion of ‘controlled’ spheroids in a spheroid population, i.e., those that cannot regrow over 60 days post-treatment. The corresponding SCP allows the generation of SCP dose-response curves and the calculation of the SCD_50_ as an in vitro pendent to the radiotherapeutically relevant pre-clinical curative endpoint of TCP_50_ in vivo. The SCD_50_ values for FaDu and SAS spheroids after irradiation alone were 11.1 Gy and 16.5 Gy, respectively. The difference reflects the SAS model’s higher intrinsic radioresistance, consistent with previous reports on both spheroid and mouse xenograft experiments [11,12,30,38]. Figure 2a illustrates the increasing loss in growth recovery in an SAS spheroid population when RT is applied after 30 or 60 min of HT at 42.5 °C. Figure 2b depicts the HT-dependent re-growth capacity of FaDu and SAS spheroids as a function of time post-treatment for one irradiation dose of interest. Each time course in Figure 2b derives from the monitoring of ≥56 spheroids and refers to one data point in Figure 2c, which documents the irradiation-dose dependent SCP values. The combination of various HT doses with irradiation resulted in distinct left shifts of the SCP curves and decremental SCD_50_ values (Figure 2c and Table 1). The decrease in SCD_50_ was spheroid-type specific and depended on the thermal dose. Thermal enhancement ratios (TER) were calculated to quantitatively assess the radiosensitizing efficacy of different thermal doses in both spheroid types (Table 1). The TER is defined as the ratio of the SCD_50_ values upon RT mono- and HT + RT co-treatment. The results reveal the efficient, thermal dose-dependent HT-induced radiosensitization in both FaDu and SAS spheroids. However, the effect was more pronounced in the radioresistant SAS model, which proved to be more thermosensitive. Notably, both spheroid types were substantially radiosensitized (TER = 1.3–1.6) by HT doses that per se did not affect the spheroid volume growth kinetics (Table S3/Figure 2c *cf.* Figure 1b).

### 3.3. Global Changes in Gene Expression Profiles of HNSCC Spheroids upon HT + RT

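RNA-Seq was performed on FaDu and SAS spheroids, multicellular aggregates grown from established human HNSCC cell lines. Each spheroid type was studied under 4 conditions with 3 replicates each, giving 24 libraries: control spheroids kept at 37 °C, RT alone, HT alone, and HT followed by RT (HT + RT). HT was 42.5 °C for 60 min, RT was 7 Gy for FaDu and 10 Gy for SAS spheroids, and the RNA was taken 0.5 h after treatment. The authors isolated total RNA with the RNeasy kit, had directional libraries (NEBNext Ultra) sequenced on an Illumina NovaSeq system, and converted the base calls with bcl2fastq. They deposited the number of reads counted on each of 57500 genes, listed by Ensembl identifier, without normalization, and beside these the same counts divided by 1 size factor per library. The paper's text does not name the aligner, the counting program, the genome build or the annotation, or whether counting used the strand, so values of antisense and overlapping genes are uncertain. Gene names and gene types were therefore taken from GENCODE v29, in which 56898 of the identifiers were found.

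In FaDu spheroids, the total count per library ranged from 17690374 to 21862472 (median 17763912) in controls, from 16666024 to 23481395 (median 18149790) after RT, from 16794578 to 18188944 (median 17673528) after HT, and from 15203484 to 29452514 (median 17221775) after HT + RT. In SAS spheroids, it ranged from 17797336 to 19645956 (median 18201500) in controls, from 18556387 to 19831372 (median 19253563) after RT, from 18976390 to 20811396 (median 20399019) after HT, and from 16123061 to 20981315 (median 20935069) after HT + RT. The 3 replicates of each condition differed by more than sampling noise, with a chi-square per gene of at least 3.51 in every replicate pair.

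Each treatment was compared with the control of the same spheroid type from the raw counts, using only the 6 libraries of the 2 groups. The test was edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, on the genes that passed edgeR's filter for low counts. A gene was taken as altered at an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the study, which applied them to the DESeq2 Wald test. The standard error of a log2 fold change is its size divided by the square root of the test's F statistic. Expression levels are CPM, counts scaled to a common library size with TMM over all 24 libraries, as mean ± SD (n = 3). Libraries with the same replicate number deviated together in most comparisons. Where they did so in every pair of a comparison, a fit with the replicate number as a block is given beside a result that it changed.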

To identify pathways of interest related to treatment response, we performed RNA-Seq analysis on FaDu and SAS spheroids exposed to a clinically relevant HT dose of 42.5 °C for 60 min followed by single-dose irradiation. The applied irradiation dose should *per se* result in comparable radioresponse and be close to the SCD_50_ for best evaluation; therefore, we irradiated FaDu spheroids with 7 Gy and SAS spheroids with 10 Gy.

Gene signatures of control, RT, HT, and HT + RT treated spheroids were directly compared (0.5 h post-treatment). 

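In FaDu spheroids, RT alone altered 1 of the 15552 genes tested, and 791 genes reached an unadjusted p under 0.05. This gene, NFKBIZ, rose from 21.3 ± 1.61 CPM (SD, n = 3) in controls to 48.1 ± 3.19 CPM (SD, n = 3), a log2 fold change of 1.17 (standard error 0.09, edgeR adjusted p = 0.005). In SAS spheroids, RT alone altered 4 of 14680 genes, all upward, with 834 at an unadjusted p under 0.05. DUSP2 rose from 31.3 ± 5.91 to 69.9 ± 1.91 CPM (SD, n = 3), a log2 fold change of 1.16 (standard error 0.12, edgeR adjusted p = 0.0054). CTGF, the antisense gene AC112907.3 and the mitochondrial tRNA gene MT-TT had log2 fold changes of 1.29, 1.48 and 2.3, each with an edgeR adjusted p of 0.033. MT-TT rested on 39 counts summed over the 3 SAS control libraries. The number of genes altered by RT moved most when no filter for low counts was set, to 28 in FaDu and 30 in SAS spheroids. With the replicate number as a block it was 28 and 25. Single libraries mattered as well: 0 genes passed without FaDu control replicate 3 (599 at an unadjusted p under 0.05), without FaDu RT replicate 2 (619) or without SAS RT replicate 2 (549), 1 passed without SAS control replicate 1 or replicate 2, 3 passed without FaDu control replicate 1, and 8 passed without FaDu RT replicate 1.

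HT alone altered 789 of 15879 genes in FaDu spheroids, 682 upward and 107 downward, and 904 of 15000 genes in SAS spheroids, 797 upward and 107 downward. Across the fits that each left out 1 library, the number ranged from 612 to 964 in FaDu and from 815 to 939 in SAS spheroids. The choice that moved it most was the fold-change threshold: at an adjusted p under 0.05 alone, 2801 and 3540 genes passed, of which 45.1% and 51.5% were higher, against 86.4% and 88.2% with the threshold. Among altered genes with an average log2 CPM of at least 1 and no overlap between the groups, the highest log2 fold changes in FaDu spheroids were those of HSPA7 (13.59), HSPA6 (13.31), AC025259.3 (8.76), SNORA20 (7.85) and ARC (7.78). The lowest were those of CCDC71 (-2.24), AC132192.2 (-2.04), RIPK4 (-1.92), ID1 (-1.91) and LFNG (-1.8). In SAS spheroids, HSPA6 (11.36) and HSPA7 (10.29) stood high, and 3 genes without a count in any control library rose by at least 230-fold (PNLDC1), 115-fold (RFPL2) and 94.3-fold (CRYAB), taking 3 counts as the floor. The lowest were HCAR3 (-2.21), TADA1 (-1.69), ZNF624 (-1.67), IFIT2 (-1.65) and IER3 (-1.59). HSPA7 is a pseudogene nearly identical to HSPA6, so the counts of this pair may have been split between them.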

The data revealed that RT alone altered the expression of only 12 and 10 genes while 747 and 788 genes were specifically modulated (2-fold changes; *p* ≤ 0.05) by HT in FaDu and SAS spheroids, respectively (see Venn diagram in Figure 3a, Table S5). The combination of HT with RT did not counteract HT-triggered signaling and resulted in a higher number of altered genes than each treatment alone (834 genes in FaDu and 862 genes in SAS spheroids). However, the gene alterations included here that were modified exclusively by HT + RT (207 genes in each spheroid model) represent quite diverse genes and transcripts with minor or unknown functions, e.g., ~60–70 antisense transcripts, ~20 long non-coding RNAs (lncRNA), some adaptor and scaffold proteins or random genes, etc. These cannot yet be interpreted in the context of treatment outcome, also because there was only minor overlap in the genes uniquely altered upon HT + RT in FaDu and SAS spheroids (5/207).

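After HT + RT, 910 of 15896 genes were altered in FaDu spheroids, 808 upward and 102 downward, and 950 of 14938 in SAS spheroids, 861 upward and 89 downward. With 1 library left out in turn, the number ranged from 701 to 1127 in FaDu and from 935 to 1046 in SAS spheroids. In FaDu spheroids the order of HT and HT + RT rested on single libraries: without HT replicate 1, HT alone altered 964 genes, and without HT + RT replicate 3, the combination altered 701. Among altered genes with an average log2 CPM of at least 1 and no overlap between the groups, the largest falls after HT + RT were those of ZKSCAN2-DT (log2 fold change -2.28) in FaDu and MAGEE1 (-2.22) in SAS spheroids. S1PR5 fell in both types, with log2 fold changes of -1.9 and -1.56.

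The treated groups were also compared with each other. Between HT + RT and HT, 0 of 16145 genes were altered in FaDu and 0 of 15341 in SAS spheroids, with 361 and 673 genes at an unadjusted p under 0.05. With the replicate number as a block, 3 and 7 genes were altered. Leaving out 1 library gave at most 1 altered gene in either type.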

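Genes altered after HT + RT but not after HT or RT numbered 274 in FaDu and 234 in SAS spheroids. By GENCODE v29 gene type, the FaDu set held 115 protein-coding genes (42%), 62 antisense genes (22.6%), 26 lincRNA genes and 25 pseudogenes. The SAS set held 142 protein-coding genes (60.7%), 29 antisense genes (12.4%), 19 lincRNA genes and 22 pseudogenes. Of all genes tested after HT + RT, 5.4% in FaDu and 5% in SAS spheroids were antisense.

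Most of these genes moved the same way after HT alone without passing both thresholds. Only 171 of the 274 FaDu genes and 174 of the 234 SAS genes had enough counts to be tested after HT. With no filter for low counts, all 274 and 232 of the 234 had the same sign after HT as after HT + RT. Both changes are measured against the same controls, which favors equal signs. Of the 266 FaDu and 232 SAS genes of these sets that could be tested between HT + RT and HT directly, 0 were altered, with 30 and 61 at an unadjusted p under 0.05, and 2 in each type were altered with the replicate number as a block. In FaDu spheroids the size of the set depended on single libraries: it was 453 without HT + RT replicate 1 and 150 without HT + RT replicate 3. It was also 171 when all 4 groups of the type shared 1 fit.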

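Of the genes altered only after HT + RT, 12 were found in both spheroid types: AC005674.2, AL592166.1, C8G, CITED2, GRIN2C, HEY1, IQCC, IRF8, LRP2BP, MALAT1, MAPK15 and MROH8. These names were not fixed in advance and are given because the set is small. The number depended on the thresholds. It was 5 among genes with at least 10 counts in every library, 4 when the fold change itself was tested against the threshold (edgeR's glmTreat), and 49 at an adjusted p under 0.05 alone.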

The main pathways and networks modulated by the HT + RT combination (0.5 h after treatment) were identified using Gene Ontology (GO) enrichment analysis based on all 834 (FaDu) and 862 (SAS) significantly regulated genes compared to untreated control spheroids. Figure 3b highlights the top enriched pathways in the two spheroid types after treatment with HT + RT. It documents the up-regulation of selected canonical GO terms related to the cellular response to heat and stress, protein refolding and stabilization, heat acclimatization, as well as protein degradation signaling. 

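Table S6 names the genes behind each GO term, and their values were looked up among the genes altered after HT + RT. The study drew these terms from the genes that it found altered in the same libraries. That nearly all listed genes were altered here too was therefore largely fixed in advance, for every term given. In FaDu spheroids, the term for regulation of the cellular response to heat lists 9 genes, among them BAG3, DNAJB1, FKBP4 and HSPH1. All 9 were altered upward, with log2 fold changes from 1.5 to 5.08. The term for protein refolding lists 5 genes, all altered upward from 3.94 (DNAJA4) to 13.4 (HSPA6), and heat acclimation lists 3 (HSPA1A, HSPA1B and HSPA6), from 4.88 to 13.4. For proteasomal ubiquitin-dependent protein breakdown, all 5 listed genes (SMAD7, CBFA2T3, HSPA1A, ZFAND2A and TRIB1) were altered upward, from 1.61 to 4.88. HSPA1A and HSPA1B are nearly identical, so their counts can have been split between them, and the same genes enter several terms.

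In SAS spheroids, all 10 genes listed for regulation of the cellular response to heat were altered upward. This term includes CRYAB, which had no count in the SAS controls. The 7 genes listed for response to heat rose by log2 fold changes from 1.47 to 4.65, and the 6 listed for chaperone-mediated protein folding from 1.18 to 3.9. Of the 6 genes listed for cellular response to heat, 4 were altered upward and 2 downward, from -1.2 to 11.71.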

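For signaling and cell fate terms of Table S6, the listed genes were again looked up among the genes altered after HT + RT. In FaDu spheroids, 11 of the 12 genes of the MAPK cascade term were altered, all upward. The term for apoptotic process lists 20 genes in each spheroid type. In FaDu spheroids, 19 were altered upward and 1 downward, from -1.61 to 5.97, with a median of 1.6. In SAS spheroids, 16 were altered upward and 4 downward, from -1.43 to 5.92, with a median of 1.27.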

Other GO terms of interest related to survival, adaptation, cell proliferation, cell cycle regulation, and apoptosis processes were also among the most represented pathways, namely stress- responsive MAPK and protein kinase B/Akt signaling (Figure 3b, Table S6). Furthermore, genes associated with DNA damage and immune responses were highly enriched. 

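In Table S6, the term for positive regulation of the p53-dependent DNA damage response with cell cycle arrest lists 3 genes in each spheroid type after HT + RT. MSX1, PMAIP1 and HIC1 rose from 1.16 to 3.11 in FaDu spheroids, and MSX1, PMAIP1 and ANKRD1 from 1.79 to 2.56 in SAS spheroids. All 18 genes of the immune response term were altered in FaDu spheroids, 17 upward and 1 downward, from -1.42 to 4.75. The innate immune response term of SAS spheroids lists 15 genes, of which 14 were altered upward and 1 downward, from -1.17 to 7.38.

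A separate list of 29 p53 target genes, 5 of which are in Table S5, was tested as a set with fry, with Benjamini-Hochberg adjustment over all lists and comparisons. This list was written after Tables S5 and S6 had been read. In FaDu spheroids the set was shifted upward after RT (adjusted p = 0.0062, 19 of 28 genes positive) and after HT + RT (adjusted p = 0.0062, 4 genes altered, 13 of 28 positive). The median log2 fold changes were only 0.06 and -0.05. After HT alone it was not past the threshold (adjusted p = 0.086). In SAS spheroids it was not past the threshold after RT (adjusted p = 0.086), HT (0.5) or HT + RT (0.22). With the replicate number as a block, the adjusted p in SAS spheroids was 0.035 after RT and 0.0062 after HT + RT. Without the 5 genes of Table S5, the set stayed shifted upward after RT in FaDu spheroids (adjusted p = 0.019), whereas it was shifted downward after HT (0.01 in FaDu and 0.019 in SAS) and HT + RT (0.019 and 0.029). For HT + RT in FaDu spheroids, camera gave an adjusted p of 0.45 with a preset correlation of 0.01 and 0.63 with an estimated correlation.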

Notably, the majority of significantly modulated genes under HT and HT + RT are overlapping (617 and 655 genes for FaDu and SAS spheroids, respectively). Accordingly, there was no considerable difference in GO terms under HT alone compared to HT + RT treatment in both spheroid models (Table S6) underlining the prominent role of HT in gene regulation and suggesting that basically HT triggers the most relevant changes in the transcriptome of the HNSCC cells when exposed to HT + RT.

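In FaDu spheroids, 636 genes were altered after both HT and HT + RT, which is 80.6% of those altered after HT and 69.9% of those altered after HT + RT. In SAS spheroids, 716 genes were altered after both, 79.2% and 75.4% of the respective sets. These include 1 gene in FaDu and 3 in SAS spheroids that were also altered by RT. The paper's Table S5 gives 627 and 655 genes with those also altered by RT, and 617 and 649 without them. A further 153 genes in FaDu and 188 in SAS spheroids passed the thresholds after HT but not after HT + RT. Across all genes tested in both comparisons (15640 and 14739), the log2 fold changes after HT and HT + RT had a Pearson correlation of 0.96 in each spheroid type, and 86% of genes had the same sign. These correlations are across genes, which are not independent replicates, and both comparisons use the same control libraries. Unchanged groups simulated together with the controls they share (20 draws per spheroid type) gave a median correlation of 0.51 in FaDu and 0.52 in SAS spheroids, at most 0.53 and 0.54, with 66.8% and 67% of genes at the same sign and 0 shared altered genes.

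**Figure D1:**
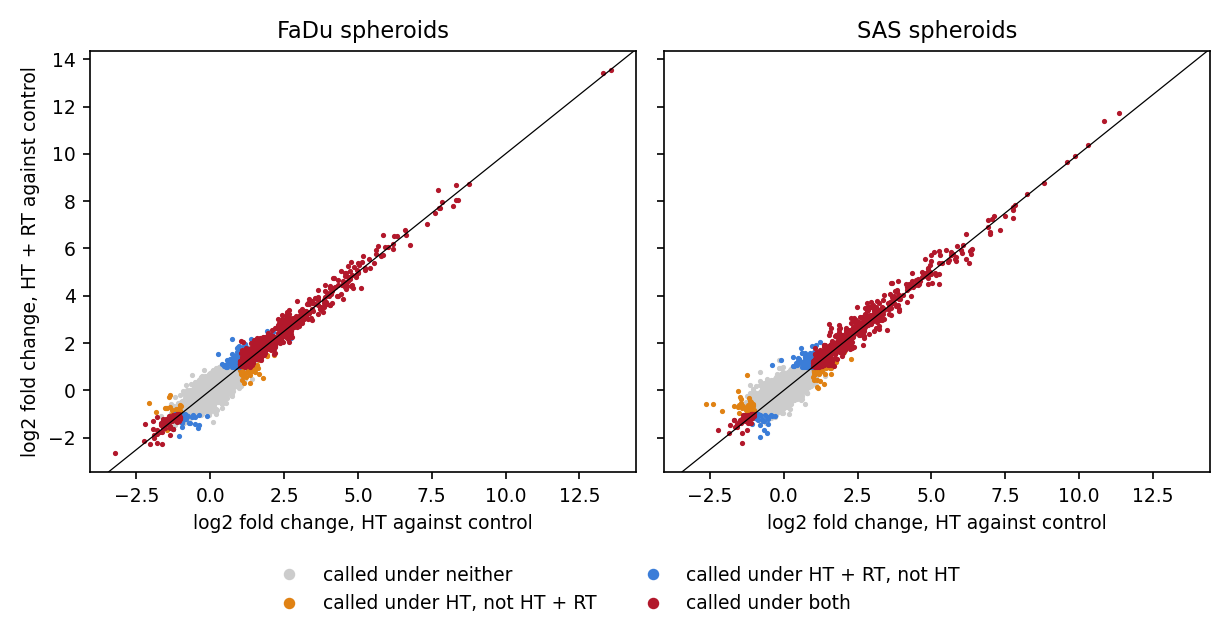
Log2 fold change against control after HT (horizontal axis) and after HT + RT (vertical axis) for each gene tested in both comparisons, in FaDu and SAS spheroids. Colors mark genes altered after both treatments or after 1 of them, and the line marks equal changes. The 636 and 716 genes altered after both treatments lie along this line.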

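Table S6 lists 81 GO terms after HT and 96 after HT + RT for FaDu spheroids, of which 65 appear under both treatments. For SAS spheroids it lists 89 and 107, of which 68 appear under both. A list of 27 genes of the cytosolic heat shock response, written after Tables S5 and S6 had been read and holding 22 genes of Table S5, was tested as a set with fry. In FaDu spheroids its median log2 fold change was 1.53 after HT (17 genes altered, adjusted p = 0.00076) and 1.69 after HT + RT (17 altered, adjusted p = 0.00037), with 26 of 27 genes positive in each. In SAS spheroids it was 2.19 after HT (21 altered, adjusted p = 4.9e-05) and 2.47 after HT + RT (23 altered, adjusted p = 2.1e-05), with all 27 positive. Adjusted over the list alone, the numbers of altered genes were the same, which is not independent evidence for genes that the study chose on these samples. From the large overlap between HT and HT + RT and their shared GO terms, the paper proposes that HT triggers the most relevant changes in the transcriptome of spheroids exposed to HT + RT.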

### 3.4. HT Affects Main Survival and Stress Response Signaling in HNSCC Spheroids

Based on the RNA-seq data, we next examined how HT alone and combinatorial HT + RT alters the activation status of the paramount survival and stress response pathways on the protein level (0.5–24 h after treatment). In both, FaDu and SAS spheroids, a rapid and transient increase (within 30 min) in the activated Akt protein (phosphorylated at Ser473; extremely augments Akt activity) occurred after HT with the total level of Akt protein been unaffected (Figure 3c). Furthermore, HT alone and in combination with RT transiently increased the activation and phosphorylation of all three branches of the MAPK cascade: extracellular regulated protein kinase 1/2 (Erk1/2), p38 kinase, and c-Jun N-terminal kinases (JNK) (Figure 3c). Also, the intermediate MAPKAPK2 kinase was found to be activated; MAPKAPK2 is a downstream target of p38 kinase and mediates phosphorylation of Hsp27 in response to stress [41]. More importantly, HT alone and in combination with RT dramatically enhances the active form (phosphorylated at Ser73) of the c-Jun transcription factor (Figure 3c), a well-known target of JNK kinase, which is influenced by various stress stimuli and contributes to apoptosis in many cell types [42,43].

Notably, SAS spheroids that are more heat-sensitive but more radioresistant showed a more pronounced activation of p38 stress kinase and c-Jun within 24 h of RT treatment than FaDu spheroids. Besides, an accumulation of the caspase substrate poly(ADP-ribose) polymerase protein 1 cleaved form (cPARP) protein, as the classical apoptotic marker, was detected 24 h after the RT and HT + RT treatments exclusively in SAS spheroids (Figure 3c). There were no changes in the levels of p-Akt, p-Erk1/2, and p-JNK in RT-treated spheroids up to 24 h post-treatment. In summary, our results demonstrate that mild HT alone or in combination with RT triggers a stress-activated MAP kinase cascade, including p38, JNK, and c-Jun transcription factor activation.

### 3.5. HT Triggers Heat Shock Response (HSR) and Proteotoxic Stress in HNSCC Spheroids

We proceeded by evaluating the impact of HT alone and in combination with RT on the expression of several chaperones and ER stress markers as key components of the HSR and UPR signaling pathways. As before, transcription levels were mainly analyzed 0.5 h after treatment, and protein expression was monitored over 0.5–24 h post-treatment. The transcriptomic data revealed a significant induction of HSR signature genes in both HNSCC spheroid types upon HT and HT + RT, i.e., the expression of some genes of the Hsp70 and Hsp40 families was substantially enhanced, such as *HSPA6*, *HSPA1A*, *HSPA1B*, *HSPA1L*, as well as *DNAJA4*, *DNAJB1*, and *DNAJB4* (Figure 4a). qPCR and Western blot analyses of selected chaperones verified the observation (Figure 4b,c). Both total and active phosphorylated form (Ser326) of HSF1 (key transcription factor of HSR) were dramatically enhanced 0.5 h after HT or HT/RT treatment (Figure 4c). 

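HSPA6 had the largest change among these genes. In FaDu spheroids it rose from 0.441 ± 0.133 CPM in controls to 4370 ± 550 CPM after HT and 4640 ± 395 CPM after HT + RT (SD, n = 3 each), log2 fold changes of 13.31 (standard error 0.2, edgeR adjusted p = 2.4e-09) and 13.4 (standard error 0.17, edgeR adjusted p = 3.7e-10). In SAS spheroids it rose from 0.751 ± 0.368 CPM to 1980 ± 402 and 2520 ± 198 CPM (SD, n = 3 each), log2 fold changes of 11.36 (standard error 0.24, edgeR adjusted p = 2.2e-11) and 11.71 (standard error 0.15, edgeR adjusted p = 1.2e-12). The FaDu controls held only 27 HSPA6 counts in all 3 libraries. HSPA1A rose from 100 ± 18.9 to 2770 ± 279 CPM after HT in FaDu and from 168 ± 16.4 to 3950 ± 314 CPM in SAS spheroids (SD, n = 3 each), with log2 fold changes of 4.8 and 4.56 after HT and 4.88 and 4.69 after HT + RT. HSPA1B, whose counts may be shared with HSPA1A, changed by 5 and 4.97 in FaDu and by 4.68 and 4.78 in SAS spheroids. HSPA1L changed by 4.21 and 4.38 in FaDu and by 3.89 and 3.87 in SAS spheroids.

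Among the Hsp40 genes, DNAJB1 changed after HT by 4.96 in FaDu and 4.23 in SAS spheroids on the log2 scale, DNAJA4 by 3.64 and 4.48, and DNAJB4 by 3.03 and 4.53. The largest edgeR adjusted p among these 7 genes in the 4 comparisons was 0.00029. Each was altered in every fit that left out 1 library. Of the 20 genes shown in Figure 4a, 12 were altered after HT and 12 after HT + RT in FaDu spheroids, and 15 and 16 in SAS spheroids, all upward. HSPA8 and HSP90AA1 stayed under the fold-change threshold in both types, with log2 fold changes after HT + RT of 0.99 and 0.81 in FaDu and 0.89 and 0.94 in SAS spheroids. HSPA8 passed it in FaDu spheroids in 2 of the 6 fits that left out 1 library.

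**Figure D2:**
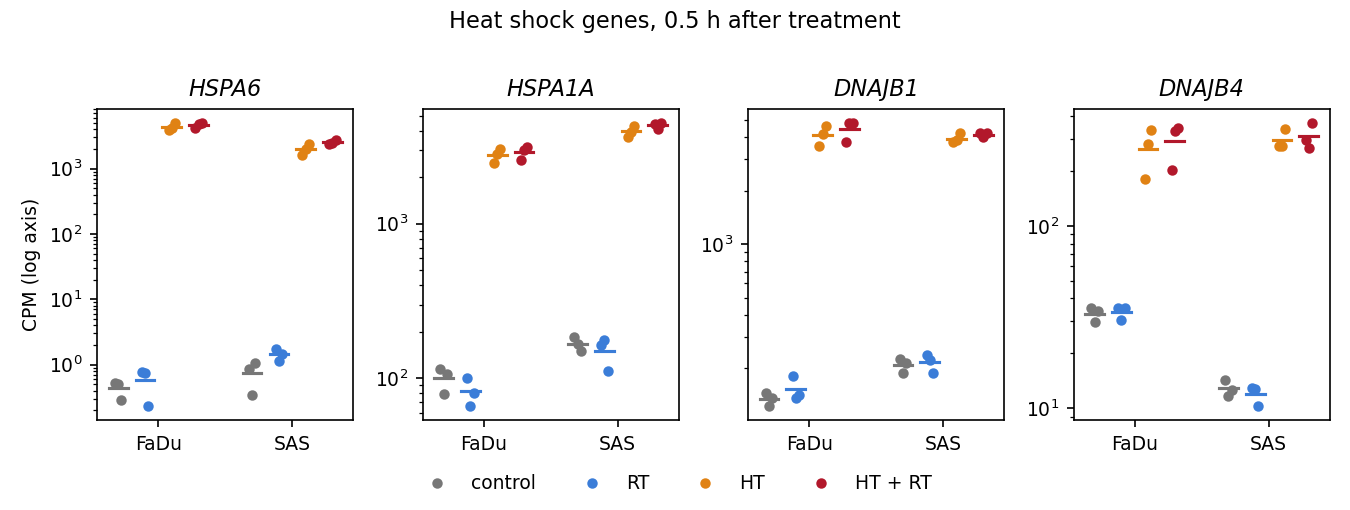
CPM on a log10 axis of HSPA6, HSPA1A, DNAJB1 and DNAJB4 in control, RT, HT and HT + RT spheroids of FaDu and SAS. Each point is 1 library and each line the mean of the 3 replicates. The heated libraries lie above every control and RT library for all 4 genes.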

The effect was transient and reverted within four hours in both tested models. However, it is worth emphasizing that RT alone did not affect the expression of the same HSR genes/molecules in the two spheroid models. It also neither intensified nor diminished the HT-triggered Hsp upregulation or activation (Figure 4b,c). 

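After RT alone, 0 of the 20 genes of Figure 4a were altered in either spheroid type, although ATF3 was altered in FaDu spheroids with the replicate number as a block, with no filter for low counts and by the DESeq2 Wald test. In FaDu spheroids their log2 fold changes ranged from -0.29 (HSPA1A) to 1.19 (ATF3), with 2 genes at an unadjusted p under 0.05 and a lowest edgeR adjusted p of 0.14. In SAS spheroids they ranged from -0.38 (HSPA1L) to 0.95 (HSPA6), with 3 genes at an unadjusted p under 0.05 and a lowest edgeR adjusted p of 0.71. HSPA6 was low in both types without heat, and its change after RT did not pass (standard errors of 0.51 and 0.39). In SAS spheroids its RT libraries (1.15 to 1.75 CPM) all lay above the controls (0.342 to 1.06 CPM), so a rise there stays open. As a set, the cytosolic heat shock response genes had a median log2 fold change of -0.09 in FaDu (fry adjusted p = 0.56) and -0.06 in SAS spheroids (fry adjusted p = 0.74). With the replicate number as a block the FaDu shift, which was downward, had an adjusted p of 0.044.

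From HT to HT + RT, 0 of the 20 genes were altered, and 2 in FaDu and 6 in SAS spheroids had an unadjusted p under 0.05. Their log2 differences ranged from -0.03 to 0.36 in FaDu (median 0.14, 19 of 20 positive) and from -0.06 to 0.38 in SAS spheroids (median 0.09, 16 of 20 positive).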

Taken together, HT with and without RT caused a significant upregulation/activation (phosphorylation) of key chaperones indicating substantial deregulation of proteostasis.

The transcriptomic data further implied that HT and HT + RT but not RT mono-treatment results in the activation of UPR signaling and significant induction of *PPP1R15A* (GADD34), *ATF3*, *DDIT3* (CHOP), and *ERN1* (IRE1α) signature genes in both FaDu and SAS spheroids (Figure 4a). Indeed, HT alone and in combination with RT caused a reproducible transient IRE1α activation (phosphorylation of Ser724) (Figure 4c). 

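PPP1R15A rose in FaDu spheroids from 23.1 ± 2.19 CPM to 256 ± 15.6 CPM after HT and 292 ± 10.5 CPM after HT + RT (SD, n = 3 each). ATF3 had mean levels in FaDu spheroids of 3.1 CPM in controls, 7.08 after RT, 72.9 after HT and 93.7 after HT + RT, with log2 fold changes of 4.59 after HT (standard error 0.25, edgeR adjusted p = 1.1e-05) and 4.95 after HT + RT (standard error 0.24, edgeR adjusted p = 2.3e-06). In SAS spheroids, ATF3 changed by 2.22 (standard error 0.14, edgeR adjusted p = 4e-07) and 2.45 (standard error 0.14, edgeR adjusted p = 2.1e-07). After RT alone, ATF3 rose in FaDu spheroids by 1.19 (standard error 0.19) and was not altered. It was altered with the replicate number as a block (edgeR adjusted p = 7.4e-06), with no filter for low counts (edgeR adjusted p = 7.8e-07) and by the DESeq2 Wald test (adjusted p = 0.00039). The adjusted p values of the fit with no filter may be too small. For RHOB after RT in FaDu spheroids that fit gave 1.6e-49 (edgeR), against 0.024 by the DESeq2 Wald test. PPP1R15A rose there by 0.95 (standard error 0.17, edgeR adjusted p = 0.24).

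DDIT3 and ERN1 changed less than the fold-change threshold. For DDIT3 the log2 fold changes were 0.43 (edgeR adjusted p = 0.026) after HT and 0.8 (edgeR adjusted p = 0.00084) after HT + RT in FaDu, and 0.22 (edgeR adjusted p = 0.18) and 0.61 (edgeR adjusted p = 0.0013) in SAS spheroids. ERN1 changed by 0.11 (edgeR adjusted p = 0.59) and 0.19 (edgeR adjusted p = 0.4) in FaDu spheroids, where its level was 9.76 CPM in controls and 10.9 CPM after HT + RT. In SAS spheroids it changed by 0.6 (edgeR adjusted p = 0.0019) and 0.75 (edgeR adjusted p = 0.00029), from 17.6 to 29.5 CPM after HT + RT.

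A list of 20 ATF4 and CHOP target genes, 4 of them in Table S5, was shifted upward as a set in FaDu spheroids after HT (fry adjusted p = 0.021, 3 genes altered) and HT + RT (0.011, 3 altered) and in SAS spheroids after HT + RT (0.015, 4 altered) but not after HT (0.1, 2 altered). After RT the adjusted p was 0.61 in FaDu and 0.84 in SAS spheroids. The median log2 fold change of this list lay between -0.07 and 0.06 in all 6 comparisons, so few of its genes carried the shift. Without the Table S5 genes these shifts turned downward and did not pass (0.65 and 0.57 in FaDu, 0.53 in SAS spheroids). Of 20 genes for ER chaperones and ER-associated degradation, 0 were altered in any comparison. Their median log2 fold change after HT was -0.01 in FaDu (fry adjusted p = 0.27) and -0.08 in SAS spheroids (fry adjusted p = 0.0055, downward). After HT + RT the adjusted p was 0.58 in FaDu and 0.015 in SAS spheroids, and after RT 0.78 and 0.36. The block by replicate number brought the downward shift in FaDu spheroids after HT to an adjusted p of 0.038. Both lists were written after Tables S5 and S6 had been read.

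**Figure D3:**
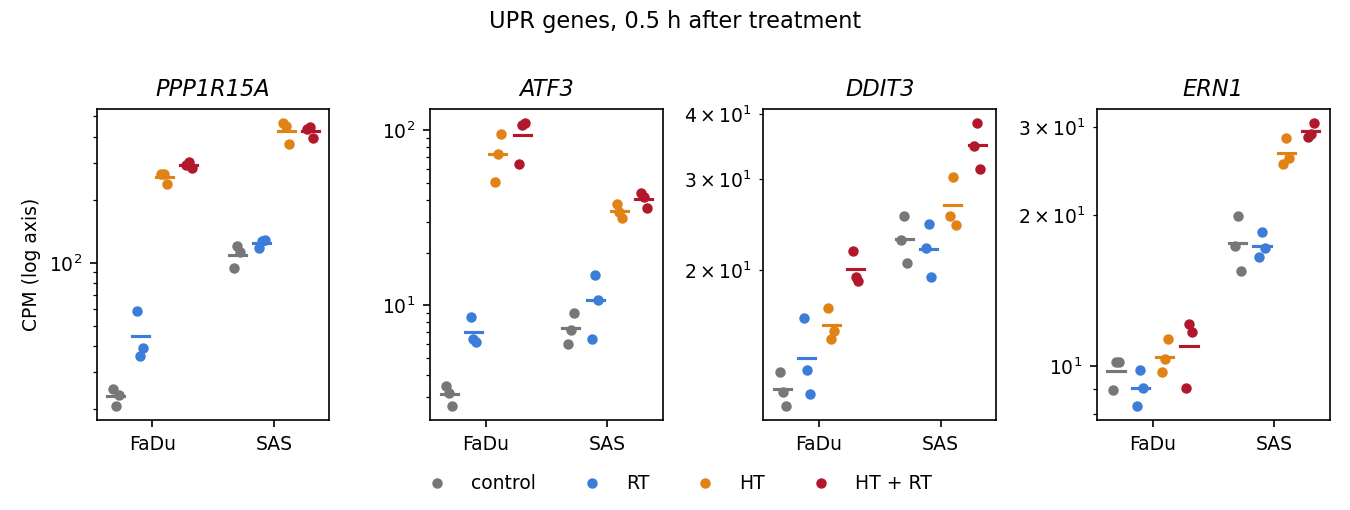
CPM on a log10 axis of PPP1R15A, ATF3, DDIT3 and ERN1 in control, RT, HT and HT + RT spheroids of FaDu and SAS. Each point is 1 library and each line the mean of the 3 replicates. Heated libraries lie above unheated ones for PPP1R15A and ATF3 in each spheroid type, whereas ERN1 in FaDu spheroids stays near 10 CPM.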

Activated IRE1α supposedly cleaves its pre-mRNA *XBP1* substrate to produce active spliced sXBP1 protein [44]. Accordingly, we detected sXBP in the two HNSCC models upon HT mono- and combinatorial treatment (Figure 4d, lower bands). Like IRE1α activation, HT/HT + RT induced a rapid but transient (only up to 4 h post-treatment) induction of ATF4 protein in both spheroid types.

Next, we monitored protein translation suppression by analyzing the expression level of GADD34, a regulatory subunit of eIF2α phosphatase PP1. 

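In the RNA-Seq data, PPP1R15A, the gene of GADD34, had a log2 fold change in FaDu spheroids of 3.49 after HT (standard error 0.09, edgeR adjusted p = 8.5e-08) and 3.69 after HT + RT (standard error 0.08, edgeR adjusted p = 2e-08). In SAS spheroids it was 1.97 (standard error 0.1, edgeR adjusted p = 6.2e-08) and 1.96 (standard error 0.09, edgeR adjusted p = 1.8e-08). The difference between spheroid types was tested as an interaction and was 1.55 on the log2 scale after HT (standard error 0.14, edgeR adjusted p = 1.2e-05) and 1.76 after HT + RT (standard error 0.12, edgeR adjusted p = 4.8e-07). It passed in each of the 12 fits per treatment that left out 1 library. In SAS spheroids the level was 109 ± 13.2 CPM in controls, 427 ± 52.4 CPM after HT and 424 ± 27.3 CPM after HT + RT (SD, n = 3 each).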

The corresponding mRNA (*PPP1R15A*) was upregulated in HT/HT + RT-treated FaDu (more pronounced) and SAS spheroid cultures compared to untreated controls (Figure 4a,b). These results confirm that HT disrupts the proteome’s thermal stability, causing proteotoxic stress in both SAS and FaDu spheroids. RT-PCR analyses of selected genes in the two spheroid models over a 24 h time period upon exposure to increasing thermal doses support this conclusion, as HT at higher temperatures induced more severe and prolonged proteome damages and UPR-signaling (Figure S2).

### 3.6. HT-Induced Radiosensitization Is Adversely Affected by the Proteotoxic Stress Response

To functionally assess the role of proteotoxic stress and HSR response in HT-induced radiosensitization, we analyzed the impact of the two differently acting chemical chaperones TUDCA and 4-PBA. SAS spheroids were pre-exposed to the drugs (0.4 mM TUDCA; 5 mM PBA) 1 h before and during HT + RT treatment to stabilize the misfolded proteins artificially, suppress the unfolded protein aggregation, and alter the proteotoxic stress response. None of the chemicals alone was toxic at the defined concentration or substantially affected SAS spheroids’ regrowth potential after irradiation alone (Figure 5a). Interestingly, HT-induced radiosensitization in SAS spheroids was significantly improved by 4-PBA and partially by TUDCA. The proportion of controlled spheroids increased from 26% in the HT + RT treatment arm to 48% and 88%, respectively, in the TUDCA and 4-PBA pre-exposed HT + RT treatment arms (Figure 5b,c).

To further link the proteotoxic stress response and HT-induced radiosensitization at the molecular level, we applied the chemical chaperones in both SAS and FaDu spheroids and subsequently analyzed the expression of selected HSR and UPR-related genes by qPCR. As highlighted earlier, 60 min of 42.5 °C HT alone or in combination with RT effectively upregulated some key chaperone (*HSPA1A/B*, *DNAJB1*, *HSPB1*) and ER stress (*sXBP1*, *PPP1R15A*) genes in both spheroid types (Figure S3 *cf.* Figure 4b). TUDCA and 4-PBA pre-treatment alone did not alter the expression of any tested gene (Figure S3). Also, no changes in the HT/HT + RT-induced expression of *HSPA1A/B*, *DNAJB1*, and *CHOP* genes were observed upon TUDCA or 4-PBA pre-treatment (Figure S3). The application of 4-PBA was able to further stimulate the UPR (e.g., *sXBP1* and *PPP1R15A*; Figure 5d and Figure S3). However, 4-PBA pre-administration significantly inhibited the HT/HT + RT-dependent upregulation of *HSPB1* (Hsp27) gene expression (Figure 5d). Hsp27 provides thermotolerance in vivo, supports cell survival under stress conditions, has strong anti-apoptotic activity, and can protect against irradiation [45,46]. Our findings support the hypothesis that the induction of HSR is a protective and pro-survival response in HT + RT treatment outcome.

## 4. Discussion

Multicellular tumor spheroids are a well-established tool in biomedical research and therapy test programs but have less frequently been utilized in systematic HT + RT combination treatment testing. One of the limitations in this context has been the lack of long-term analytical endpoints analogous to the in-vivo read-outs of tumor control probability and tumor control dose 50% reflecting the curative potential of RT in combinatorial treatment settings. We recently established the spheroid control probability (SCP) and spheroid control dose 50% (SCD_50_) as long-term monitoring analytical endpoints for combinatorial radiotherapy testing to better predict the curative potential of new combinatorial treatment strategies before turning to the respective whole animal studies [29,30,31]. The SCP assays is proposed for pre-selecting the most promising combination treatment regimens from a broad range of options whose curative potential cannot be tested in animal models to extend—for ethical and economic reasons. The present study demonstrates the successful adaptation of the SCP assay to evaluate the efficacy of HT in combination with radiation. Our spheroid platform as a whole thus provides a valuable tool to systematically test parameters of interest, which critically affect the therapeutic outcome of HT + RT, such as treatment schedule and appropriate choice of thermal and radiation dose—thereby defining the best treatment settings for further in vivo validation. The SCP approach is both the basis and impetus for an inexpensive, and much more ethical/human assay that has the potential—upon further improvement and validation as highlighted later in this discussion—to more faithfully recapitulate various clinically relevant scenarios in vitro.

We applied two three-dimensional HNSCC spheroid mono-culture models that differ in their intrinsic radioresponse, to re-evaluate the curative potential of HT + RT combination therapy in vitro and to link HT-induced radiosensitization to cellular stress response mechanisms. HNSCC refer to a group of malignant diseases that occur at different anatomical sites, are histomorphologically and genetically heterogeneous, and therapeutically challenging as most patients are diagnosed with large primary cancers or at locoregionally advanced stages [47,48]. The standard-of-care treatment in these cases is multimodal and includes radio(chemo)therapy. However, except for a minor subgroup of patients with tumors related to HPV infections, treatment outcome has remained modest to poor [48]. Resistance to both radiotherapy and the only FDA-approved targeted therapy (anti-EGFR) and subsequent disease relapse is common. Hence, combinatorial treatment options to improve the curative power of radiotherapy are of utmost interest, not only but in particular for patients in the relapsed state. Clinical experience with HT combined with radio(chemo)therapy for recurrent HNSCC is still limited. At present, two registered phase-II clinical trials underway focus on patients with locally recurrent HNSCC: A German study (University Clinic Erlangen) using interstitial HT combined with pulsed-dose-rate brachytherapy (salvage), and a study in Taiwan (Shin Kong Wu Ho-Su Memorial Hospital) with patients treated non-invasively with radio-frequency energy (electromagnetic wave-based) HT concurrent with fractionated external-beam irradiation and chemotherapy (https://www.clinicaltrials.gov; accessed on 19 June 2021). The study designs critically differ. It remains unclear, how such different HT technologies and treatment regimens affect the radiosensitizing potential and responses in HNSCC cells and tissues. Given the wide range of new options for clinical implementation of HT + RT combinatorial treatment setups, ongoing efforts are required allowing the systematic pre-evaluation of various treatment settings in HNSCC models with an in vivo equivalent curative endpoint, and in parallel elucidate those phenomena in HT-induced radiosensitization that are mechanistically still not entirely understood.

Radiosensitization by HT can be attributed to diverse cellular effects and disruption in various cell compartments and protein structures [32,33]. For example, HT induces changes in plasma membrane permeability, alteration in macromolecule synthesis, and intracellular signal transduction. It destroys native chromatin structures, affects DNA double-strand break (DSB) repair, and interferes with DNA damage response (DDR) signaling resulting in increased radiation sensitivity and cancer cell killing [33,49]. In particular, HT inhibits homologous recombination, induces BRCA2 degradation, sensitizes cancer cells to poly(ADP-ribose) polymerase-1 inhibition [50], and affects DNA-PKCs [51]. However, the impact of HT-induced HSR and UPR pathways in the scenario of radiosensitization has still not been sufficiently studied.

Usually, cells integrate multiple stress signals, and the complex interplay of all implicated cellular signaling networks is then decisive in forcing cancer cells into controlled survival or death pathways [52]. HT disrupts thermal protein homeostasis (proteostasis) and causes the accumulation of aberrant proteins in the ER lumen. This process finally results in ER or proteotoxic stress [34,53]. Consequently, eukaryotic cells induce heat shock response (HSR) mechanisms in the presence of thermal stress stimuli by regulating the expression and activation of highly conserved signaling pathways via heat shock proteins (Hsps/chaperones) [34,54]. Hsps maintain proteostasis by enabling de novo protein folding in the overloaded intracellular environment and by targeting aberrant proteins for degradation [55,56]. Heat shock factor 1 (HSF1) is an essential transcription factor, which coordinates a transcriptional program consisting of Hsp genes in order to increase protein-folding capacity, rebalance proteostasis and support cellular function [57,58]. Moreover, accumulation of aberrant proteins triggers the unfolded protein response (UPR) signaling pathways to restore normal proteostasis, supporting cell survival and adaptation [35]. Under massive HSR and unresolvable ER stress conditions, the UPR integrates cell-fate decision signals and activates a particular cell death program [52,59]. On the other hand, systemic HT can lead to development of thermotolerance, as cancer cells lose their susceptibility to heat due to the persistent overexpression of Hsps and triggered UPR [60].

A global overview of the transcriptional changes in the two spheroid types upon HT and HT + RT treatments indicates modulations in fundamental stress response mechanisms. These modifications are mainly triggered by the exposure to HT and affect the protein folding machinery and quality control besides survival and cell death signaling pathways. All modulations are integral to HSR and proteotoxic stress responses to support the cells’ survival, recovery, and adaptation to the stressful conditions [61,62]. Accordingly, HT + RT induced significant modulations in primary cellular stress-response signaling in both spheroid types, e.g., in PKB/Akt, MAPK, and NF-κB pathways. As an example, ERK1/2, a well-characterized MAPK activated in response to growth stimuli, is unaltered by HT + RT, while JNK and p38 are significantly affected. Both are MAPK stress kinases known to be activated in response to various internal and external stresses such as DNA damage, heat shock, inflammatory cytokines, changes in osmolarity or metabolism, ischemia, UV irradiation, oxidative stress, etc. [63]. In our study, the strong activation of JNK and p38 stress kinases in both HNSCC spheroid models upon HT mono- and HT + RT combination treatments resulted in a powerful induction of c-Jun. The latter is considered as global transcription factor and has diverse functions in apoptosis regulation, protecting DNA repair and cell cycle progression depending on the biological context and cell type [42,43].

Our results further indicate that HT’s main target is the cellular proteome, leading to the imbalance in proteostasis and activation of HSR and UPR signaling. The activation status of HSR, mediated by HSF1, selected chaperons, and UPR signaling, was markedly upregulated in both FaDu and SAS spheroids after HT and RT. The findings agree with previous studies that examined genetic networks responsive to mild HT in different 2-D cancer cell cultures [64,65]. We propose that the HT-induced imbalance in cellular proteostasis, its severity, and the cells’ capacity to activate appropriate adaptive and survival signaling programs affect the radiosensitization efficiency (as observed in the SCP assay). HT at higher (44–46 °C) temperatures induced more severe and prolonged proteome damages and UPR-signaling while causing a more substantial radiosensitization.

In principle, HT induced strong radiosensitization in both HNSCC models. However, the effect was clearly more pronounced in the intrinsically more radioresistant, thermosensitive HNSCC spheroid model SAS. Whole-genome profiling revealed numerous differences in the baseline gene expression patterns of SAS and FaDu spheroids (Figure S4a,b), which might partially be attributed to the phenotypic and functional heterogeneity of HNSCC and the different tissue of origin [47,48]. 

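Between FaDu and SAS control spheroids, 6020 of 15810 genes differed at an adjusted p under 0.05 and an absolute log2 difference over 1 (edgeR), 3356 higher and 2664 lower in FaDu. With each of the 6 control libraries left out in turn, between 6141 and 6438 genes differed. Without a fold-change threshold 11855 genes differed, and among genes with at least 10 counts in every library 3661 did. Several genes had counts in the control libraries of only 1 of the spheroid types. PRSS21, FAT1, LINC00665 and HOOK1 were at least 1560-, 1400-, 1400- and 1320-fold higher in FaDu spheroids, with no count in the SAS controls. ITGA4, NLRP2, MEX3C and SMAD4 were at least 1240-, 1190-, 1150- and 1130-fold lower, with no count in the FaDu controls.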

Paradoxically, we found significantly higher expression of some key chaperones (e.g., *HSPA2*, *HSPB8*) and a lower intrinsic expression of other Hsp genes in the more thermoresistant FaDu. 

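HSPA2 was at 32.6 ± 1.92 CPM in FaDu and 4.1 ± 0.648 CPM in SAS control spheroids (SD, n = 3 each), a log2 difference of 3.02 (standard error 0.13, edgeR adjusted p = 6.5e-09). HSPB8 was at 1.86 ± 0.795 CPM and 0.416 ± 0.148 CPM, a log2 difference of 2.19 (standard error 0.44, edgeR adjusted p = 0.00097). Of the other genes named HSP or DNAJ that passed the thresholds, HSPB9 (3.07), DNAJB4 (1.39), DNAJC12 (1.36), HSPA12A (1.22), DNAJB5 (1.05), DNAJC24 (1.05), DNAJC28 (1.05) and HSPA12B (1.03) were higher in FaDu spheroids. DNAJC28 and HSPA12B passed in only 2 of the 6 fits that left out 1 library, and DNAJC24 in all but that without SAS control replicate 3. HSPA12B also did not pass with the DESeq2 Wald test (adjusted p = 0.19), with no filter for low counts (edgeR adjusted p = 0.089) or with limma on the deposited normalized counts (log2 difference 0.92). Lower in FaDu spheroids were DNAJA1 (-1.11), HSPH1 (-1.2), DNAJC4 (-1.21), DNAJA4 (-1.25), DNAJB2 (-1.3), HSPA13 (-1.44), DNAJC6 (-1.61), DNAJC22 (-5.31), the pseudogene HSPA8P5 (-5.54) and HSPG2 (-1.84), which encodes perlecan and not a chaperone. HSF1, the transcription factor of the HSR, was also lower, by a log2 difference of -1.71 (standard error 0.07, edgeR adjusted p = 4.3e-09), with mean levels of 55.2 and 184 CPM. These directions held in every fit that left out 1 library.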

How this differential baseline expression of chaperone proteins may underline the subsequent difference in heat sensitivity needs to be further determined. However, our data imply that FaDu spheroids can more efficiently activate protective heat defense mechanisms (HSR and UPR) than SAS spheroids. Furthermore, FaDu spheroid cells may already be primed to counteract the heat stress more efficiently. 

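Whether the responses to heat differed between the spheroid types was tested as an interaction for the 20 genes of Figure 4a. After HT, 9 of the 20 genes responded more in FaDu and 11 more in SAS spheroids, and 6 differences passed an adjusted p under 0.05 and an absolute log2 difference over 1 (edgeR). ATF3 (2.4), HSPA6 (1.98, standard error 0.53, edgeR adjusted p = 0.042) and PPP1R15A responded more in FaDu spheroids. DNAJB4 (-1.47), HSPH1 (-1.25) and HSPA4 (-1.21) responded more in SAS spheroids. After HT + RT the split was again 9 and 11, and the same 6 genes passed. The HSPA6 difference passed in 4 of the 12 fits after HT and in 9 of the 12 after HT + RT that left out 1 library, and the other 5 passed in at least 11 of 12. In some of the fits after HT, further genes passed toward SAS spheroids. HSPB1 did so without SAS HT replicate 1 (-1.03), FaDu control replicate 1 (-1.02) or FaDu HT replicate 3 (-1.01). DNAJA4 did so without FaDu HT replicate 3 (-1.34). HSPA1A and HSPA1B did not differ between types (0.27 and 0.35 after HT, edgeR adjusted p = 0.49 and 0.33). The interaction compares changes from each type's own control, and those controls differed in level for 8 of the 20 genes.

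**Figure D4:**
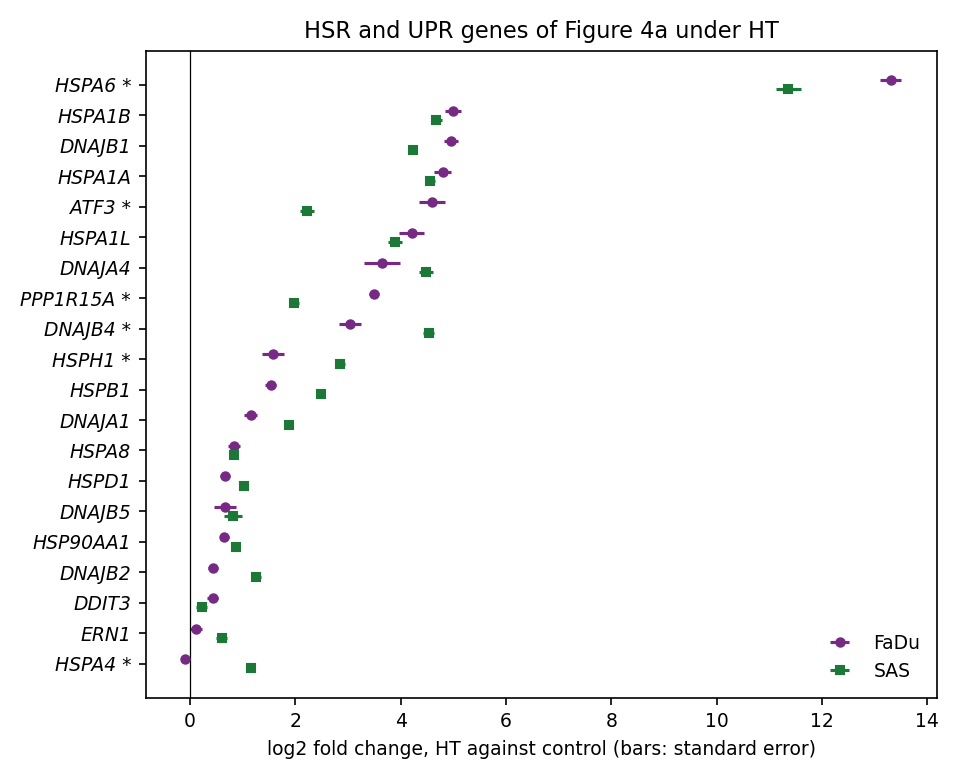
Log2 fold change after HT with its standard error for the 20 genes of Figure 4a, in FaDu (circles) and SAS (squares) spheroids. An asterisk marks the 6 genes whose response differed between the spheroid types at an adjusted p under 0.05 and an absolute log2 difference over 1.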

The incidential finding that *HSPB1* gene expression is upregulated exclusively in FaDu but not SAS cells in the 3-D environment compared to monolayer culture supports this hypothesis (Figure S4c). Hence, FaDu cells in the 3-D setting may better adapt and survive via active stress response signaling (e.g., MAPK pathways), thereby reducing HT’s radiosensitizing potential. By contrast, the less efficient induction of the chaperone machinery and UPR signaling in SAS spheroid cells results in a more severe damage of the cellular proteome and putative initiation of cell death programs [66]. Interestingly, the cleaved form of PARP protein, a well-known marker of apoptosis, started to accumulate exclusively in SAS spheroids after 24 h of high-dose RT or HT + RT treatments. Although some mechanistical details remain unsolved, our data demonstrate an integral and complex role of proteotoxic stress response in HT-induced radiosensitization.

To functionally strengthen this interpretation, HNSCC spheroids were exposed to two well-known chemical chaperones with different abilities to alleviate proteotoxic stress before and during HT with and without radiation. TUDCA, a secondary bile acid that mitigates heat-induced protein aggregation [67], slightly increased the proportion of controlled SAS spheroids, but no link to alterations in gene expression was indicated in our data set (derived from measurements 30 min after treatment). 4-PBA, which suppresses UPR and promotes ER stress-induced cell death [67], intensified the heat-induced radiosensitization even more. Notably, 4-PBA can also act as a histone deacetylase inhibitor and interfere with post-translational modification of histones, thereby suppressing general stress response signaling [68]. On the molecular level, 4-PBA pre-treatment altered the HT/HT + RT-induced gene expression of *sXBP1* (increase) and *HSPB1* (decrease). We will therefore illuminate the putative role of these molecules in the context of HT-induced radiosensitization.

Activation of the IRE1α-XBP1 pathway usually constitutes a pro-survival response during UPR [52]. Recently published data from our group demonstrated that SAS cells are in general more sensitive to the XBP1 splicing reaction than FaDu cells, implying that SAS cells require a lower stress threshold [38]. This also holds true for the reaction to HT, i.e., *XBP1*-splicing was more pronounced at lower thermal doses in the SAS than the FaDu spheroid model. In the previous study, we found that via knockdown of the ER stress sensor IRE1, the IRE1α-XBP1 pathway does not play a role in metabolic stress-induced radiosensitization in SAS cells [38]. We, therefore, hypothesize that the upregulation of XPB1 splicing upon HT/HT + RT, further enhanced by 4-PBA, also just reflects the cells’ attempt for survival but supposedly fails. In contrast to that, 4-PBA significantly suppressed the HT/HT + RT-induced expression of Hsp27 in the HNSCC spheroids. This *HSPB1* (Hsp27) down-regulation is expected to interfere with its known protective function in cells. In this context, a previous study demonstrated a protective role of *HSPB1* against radiation-induced apoptosis and radiosensitization by increasing glutathione levels for ROS detoxification and delaying mitochondrial collapse and caspase activation [46]. Whether this is the only functional link remains to be elucidated. However, altogether our data suggest that HSR and proteotoxic stress-induced signals can interfere with HT-induced radiosensitization. Consequently, their co-targeting might improve RT outcome as indicated for various tumor cells, including HNSCC [62,66,69,70].

The theranostic value of selective chaperones in malignancies and their dualistic role in tumor cell protection and destruction is currently under extensive investigation [36,69]. For example, last-generation Hsp90 inhibitors are now in clinical trials and show promising results in combination with RT for certain solid cancers [71]. Hsp27 inhibitors were also developed and characterized, although Hsp27 as an ATP-independent chaperone appears difficult for small molecule targeting [72,73]. The most notable example is the second-generation antisense oligonucleotide drug apatorsen (OGX-427), which proved therapeutic activity in various animal cancer models and clinical trials on castration-resistant prostate cancer and other advanced malignancies [74,75]. The new inhibitor of Hsp27 phospho-activation ivermectin has been described more recently and shows promising biochemical and functional mechanisms of action in tumor cells in vitro and in vivo [76].

Together with these developments, our observations in the spheroid assay call for and justify follow-up studies to combine Hsp27 inhibitors with HT + RT in HNSCC 3-D models in vitro and, even more importantly, in vivo. Best case, these extended studies shall also consider the immunotherapeutic potential of HT, which may further enhance tumor radioresponse. The HT-induced immunogenic reaction is affected by Hsps and triggered via stress and pro-inflammation NF-κB signal pathways in immune cell populations [77,78]. This aspect could not yet be covered by the current experimental design using the intriguing long-term analytical endpoints of SCP and SCD_50_. The development of extended SCP assays to include stromal and immune cells is one focus of our ongoing work, as is the application of more clinically relevant fractionation regimes for combinatorial treatment testing.

## 5. Conclusions

The long-term analytical endpoints of spheroid control probability and spheroid control dose 50% are key elements of our 3-D assay platform that critically improve the informative value of in vitro HT + RT testing even beyond spheroid volume growth. In this light, spheroids, despite the recognized limitations, present a powerful preclinical tool to compare various treatment regimens, e.g., with respect to heating technology, duration, and sequence of HT/RT treatment or combination with chemotherapeutics and targeted therapies, as a prerequisite to select the most promising HT + RT settings before turning into whole animal studies.

The current study provides new insights into molecular mechanisms interfering with HT-mediated radiosensitization. Our observations indicate that massive HSR and induction of proteotoxic stress signals can, to some extent, protect cells from HT-induced radio-sensitization. Hsps, e.g., Hsp27, appear to be critical in this scenario. We, therefore, propose to evaluate the inhibition of particular Hsps as a multi-targeting strategy to overcome this phenomenon for improving the outcome of combinatorial HT + RT. Since the intrinsic expression of stress response genes may differentially change from the 2-D to 3-D environment, 3-D cell assays should be integral to the identification and primary screening of candidate therapeutics directed against putative druggable targets for combination with HT and RT. Preclinical in vivo testing and the validation of the respective Hsps as reliable predictive biomarkers shall then further guide the future development of such an approach for HNSCC treatment.

## Figures and Tables

**Figure 1:**
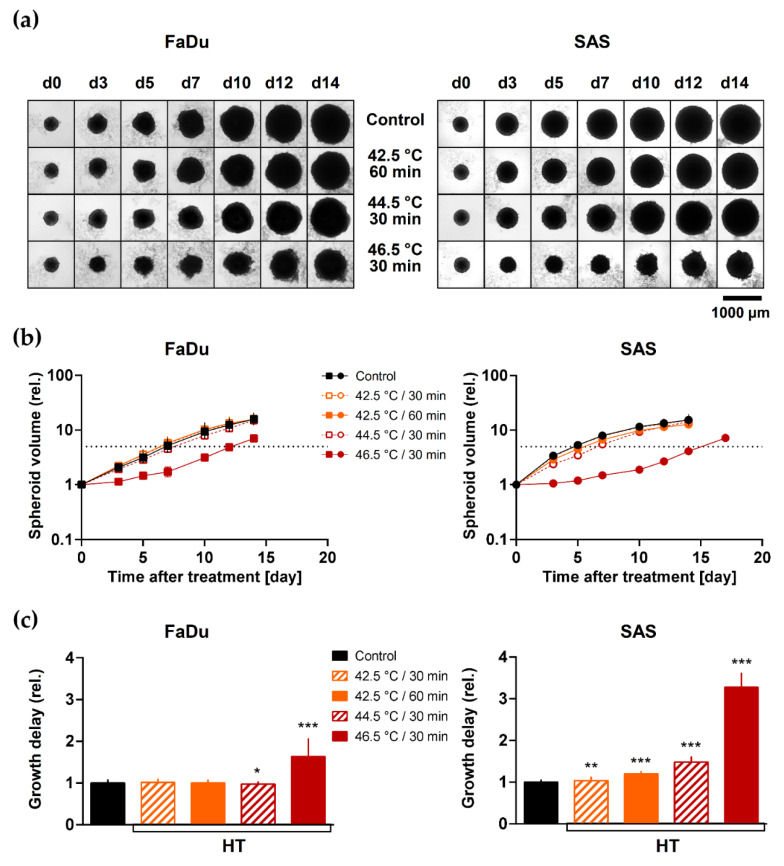
HT induces thermal dose-dependent HNSCC spheroid volume growth delay: (**a**) Representative image series of FaDu and SAS spheroids upon exposure to HT demonstrate the impact of various thermal doses on spheroid growth. (**b**) Effect of different hyperthermia treatments and thermal doses, respectively, on FaDu and SAS spheroid volume growth up to 14 day of post-treatment. Data show means (±SD) of ∑n ≥ 56 spheroids per treatment arm from N = 2 independent experiments. The dotted line indicates the relative value for 5 × V_0_. (**c**) Mean relative spheroid growth delay (±SD) induced by different thermal doses calculated from the data presented in (**b**) as the extended time to reach 5× pre-treatment spheroid volume (5 × V_0_) is shown to enable the comparison of the different spheroid types; treatment arms were normalized to the respective untreated controls. The Mann-Whitney U test was applied to estimate statistical significance of the relative growth delay (treated versus control spheroids) based on the pooled data; * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 2:**
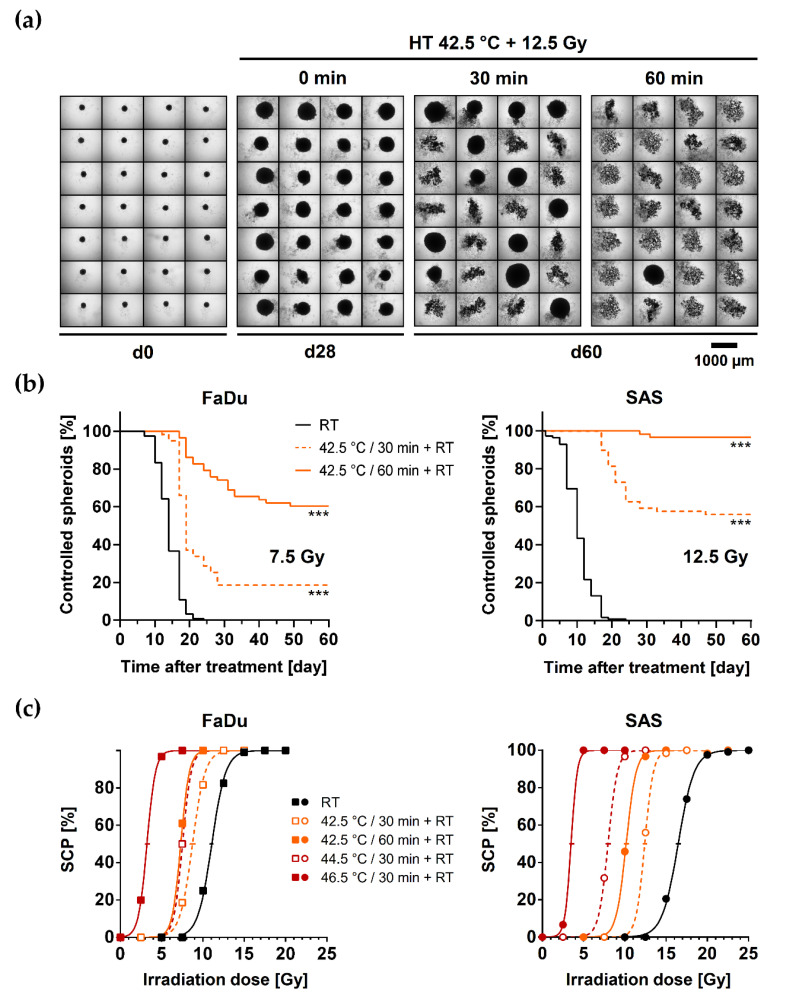
HT efficiently sensitizes both HNSCC spheroid types to single dose irradiation: (**a**) Representative images of 28 SAS spheroids exposed for 30 min or 60 min to 42.5 °C followed by 12.5 Gy single dose irradiation illustrate the radiosensitizing effect of different doses of HT; spheroids before treatment and without (0 min) HT pre-exposure are documented for comparison. (**b**) Proportions of controlled (non-regrown) FaDu and SAS spheroids documented as function of time post-treatment when exposed for 0, 30, or 60 min to 42.5 °C HT before single dose irradiation (FaDu—7.5 Gy; SAS—12.5 Gy); N = 2; ∑n ≥ 56 spheroids per condition; *** *p* < 0.001 as assessed with the Log-rank (Mantel-Cox) test for survival curves based on the pooled data. (**c**) Spheroid control dose response curves after HT pre-exposure and 0–25 Gy single dose irradiation; the proportion of spheroids that lost regrowth capacity (spheroid control probability, SCP) is recorded as a function of the irradiation dose. Every data point in each HT treatment arm represents the SCP of ∑n ≥ 56 individual spheroids from N = 2 independent experiments monitored up to 60 days post-treatment (≥560–620 spheroids per SCP curve). Horizontal bars present the 95% confidence interval of the SCD_50_ (spheroid control dose 50%).

**Figure 3:**
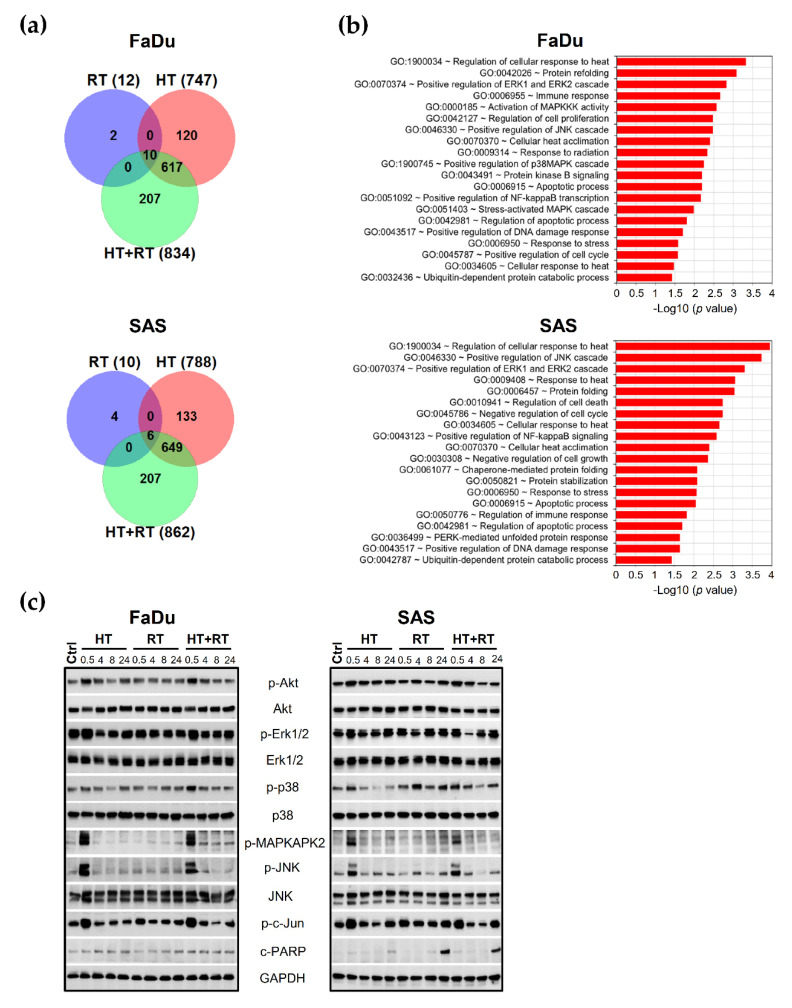
Combination of HT with RT affects the main signaling networks and stress response pathways in HNSCC spheroids: (**a**) Venn diagrams illustrating the number of differentially expressed genes from the whole genome for RT, HT, and HT + RT-treated FaDu and SAS spheroids in triplicate (0.5 h after treatment). Genes were selected by DESeq2 with at least 2-fold changes in expression relative to the appropriate control spheroids (adjusted *p* ≤ 0.05). (**b**) The top 20 selected signaling pathways and processes that are significantly (2-fold change or more, adjusted *p* ≤ 0.05) over-represented in FaDu and SAS spheroids 0.5 h after exposure to HT + RT (42.5 °C/60 min; 7 Gy for FaDu and 10 Gy for SAS) when compared to controls using the GO enrichment analysis. The *X*-axis presents the corresponding adjusted *p* values according to Fischer exact’s test (in negative log10 scale). (**c**) Representative Western blot data sets showing the expression/activation of proteins of interest from the MAPK and PKB/Akt signaling pathways in the two HNSCC spheroid types upon treatment. GAPDH was used as loading control. Spheroid treatment conditions: Ctrl—control; RT—single dose irradiation (7 Gy for FaDu and 10 Gy for SAS); HT—hyperthermia (42.5 ˚C/60 min); HT + RT—hyperthermia and single dose irradiation according to mono-treatments.

**Figure 4:**
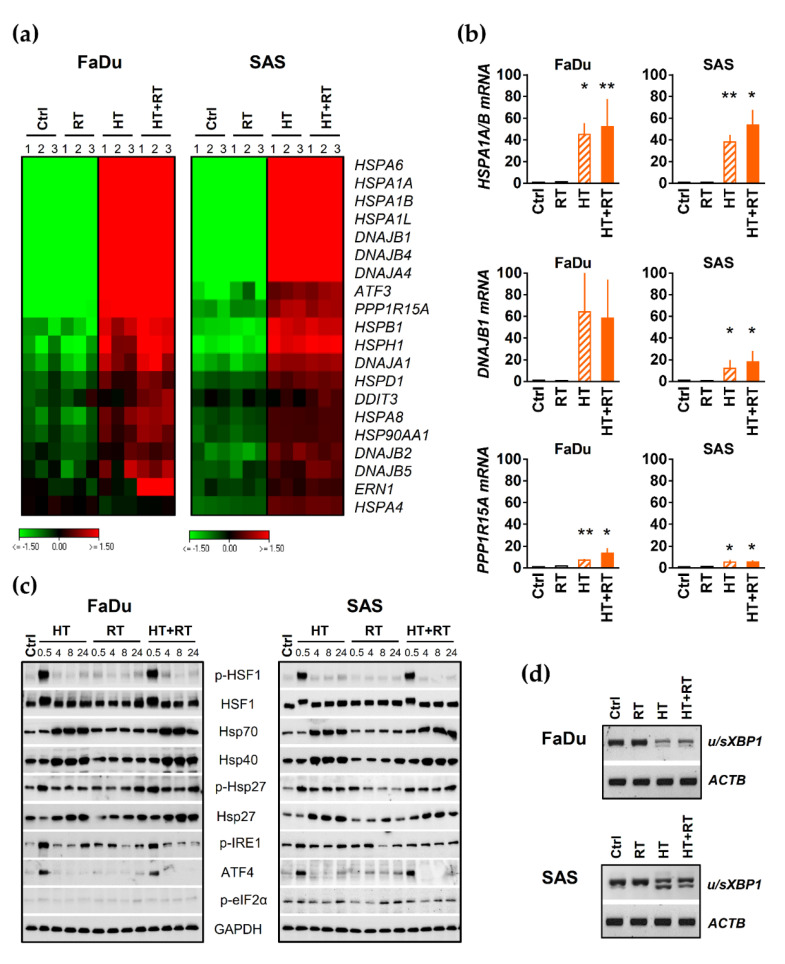
HT triggers heat shock response and proteotoxic stress in HNSCC spheroids: (**a**) Heat map of differentially expressed HSR and UPR genes in FaDu and SAS spheroids within 0.5 h of treatments profiled by RNA-Seq analysis in triplicate. Genes were selected by DESeq2 with at least 2-fold changes in expression under HT + RT treatment as highlighted in Figure 3, relative to appropriate control spheroids (adjusted *p* ≤ 0.05). The color-coded data represent log2 values reflecting down-regulation in green and up-regulation in red. (**b**) q-PCR analysis of three selected genes identified as upregulated by HT and HT + RT treatments in FaDu and SAS spheroids in our RNA-Seq analysis. Data were normalized to *ACTB* gene expression and are shown as means (±SD) of N = 3 independent experiments; * *p* ≤ 0.05; ** *p* ≤ 0.01. (**c**) Western blot data sets showing the expression/activation of HSR and UPR proteins of interest in FaDu and SAS spheroids 0.5–24 h after exposure to HT and/or irradiation; GAPDH was used as loading control. (**d**) Representative PCR analysis documenting the splicing of *XBP1* mRNA in FaDu and SAS spheroids 0.5 h after HT, RT and HT + RT treatments; the *ACTB* gene expression served as reference. Spheroid treatment conditions: Ctrl—control; RT—single dose irradiation (7 Gy for FaDu and 10 Gy for SAS); HT—hyperthermia (42.5 °C/60 min); HT + RT—hyperthermia and single dose irradiation according to mono-treatments.

**Figure 5:**
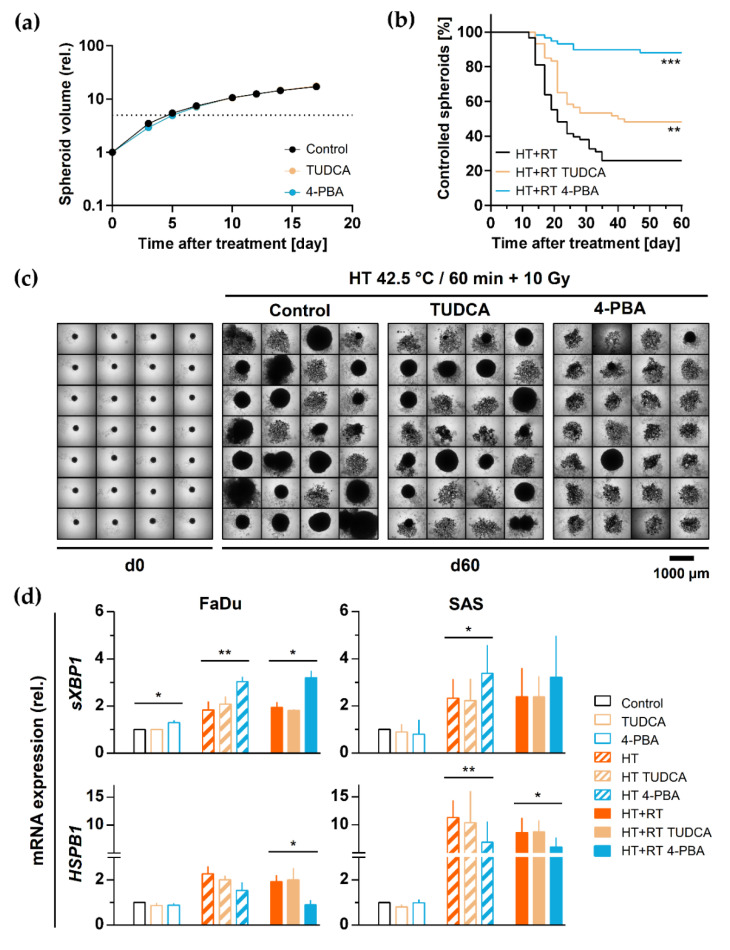
Induction of proteotoxic stress plays a protective role in HNSCC spheroids against HT-induced radiosensitization: (**a**) 24 h treatment with the chemical chaperones TUDCA (0.4 mM) and 4-PBA (5 mM) alone does not affect SAS spheroid volume growth kinetics. Data points show mean spheroid volumes of ∑n ≥ 56 spheroids per treatment arm from N = 2 independent experiments (±SD). (**b**) Proportion of controlled SAS spheroids irradiated with 10 Gy directly after exposure to 42.5 °C for 60 min in the absence or presence of TUDCA (0.4 mM) or 4-PBA (5 mM); the time courses represent the monitoring of ∑n ≥ 56 spheroids per treatment arm from N = 2 independent experiments over a period of 60 days post-treatment. ** *p* < 0.01 and *** *p* < 0.001 as assessed with the Log-rank (Mantel-Cox) test for survival curves based on the pooled data. (**c**) Images of 28 representative SAS spheroids before and at day 60 after treatment with HT + RT with or without TUDCA or 4-PBA according to (**b**). (**d**) qPCR analysis of *sXBP1* and *HSPB1* gene expression 0.5 h after HT (42 °C, 60 min) with or without RT (7 Gy—FaDu, 10 Gy—SAS) in the absence and presence of TUDCA or 4-PBA according to (b,c); data were normalized to *ACTB* gene expression and are shown as means (+SD) of N = 3 independent experiments; * *p* < 0.05; ** *p* < 0.01.

**Table 1:** SCD_50_ and TER values for FaDu and SAS spheroids pre-exposed to different HT doses directly before irradiation. The data were extracted from the SCP curve fittings using function (1), shown in Figure 2c. All treatment-related changes in SCD_50_ are significant at a level of *p* << 0.001 (see Materials and Methods for details on statistics using the pooled data sets from N = 2 independent experiments and Table S4 for interexperimental reproducibility of the TER values).

Spheroid Type	Readout	RT Only	HT + RT			
			42.5 °C 30 min	42.5 °C 60 min	44.5 °C 30 min	46.5 °C 30 min
FaDu	SCD_50_ (Gy)	11.1	8.7	7.3	7.5	3.2
	95% CI (Gy)	10.8–11.3	8.4–9.1	7.1–7.6	7.3–7.8	3.0–3.6
	TER		1.3	1.5	1.5	3.4
	95% CI		1.2–1.3	1.4–1.6	1.4–1.5	3.1–3.8
SAS	SCD_50_ (Gy)	16.5	12.4	10.2	8.0	3.5
	95% CI (Gy)	16.2–16.8	12.2–12.7	9.9–10.5	7.7–8.3	3.3–3.9
	TER		1.3	1.6	2.1	4.6
	95% CI		1.3–1.4	1.6–1.7	2.0–2.1	4.3–5.0

## Data Availability

The accession number for the RNA sequencing data reported in this paper is NCBI GEO: GSE150922.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13133168/s1, Figure S1. Methodological prerequisites, Figure S2. HT induces more severe and prolonged proteome damage and UPR signaling in HNSCC spheroids at higher temperature, Figure S3. The pre-exposure to chemical chaperones only modifies the expression of some selected HT-induced HSR and UPR genes in HNSCC spheroids, Figure S4. HNSCC spheroid models have substantial differences in the baseline genomic expression profiles; HSPB1 gene expression massively changes from 2-D to 3-D culturing only in the FaDu model, Table S1. Primers used for the detection and quantification of HSR genes by RT- and qPCR analysis, Table S2. List of antibodies used in the study, Table S3. Relative volume growth delay induced in FaDu and SAS spheroids by different doses of HT, Table S4. The TER values calculated individually from two SCP experiments performed for each spheroid type show small interexperimental variability, Table S5. 

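Table S5 was compared with the genes altered here. Of its genes altered by HT, 731 of 747 in FaDu and 769 of 788 in SAS spheroids were found by name in the annotation used here, and 670 and 753 were altered here as well. For HT + RT, 817 of 834 and 841 of 862 were found, and 765 and 814 were altered here. For RT, 1 of the 12 FaDu genes and 4 of the 10 SAS genes were altered here. The 12 FaDu genes were all higher after RT here, with log2 fold changes from 1.01 to 1.7, and the 10 SAS genes from 1 to 2.54. With the replicate number as a block, 11 and 9 of them were altered. The totals of the lists are the paper's.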

List of significantly (2-fold change or more, adjusted *p* ≤ 0.05) unique and common regulated genes under RT, HT and HT + RT treatments in FaDu and SAS spheroids, Table S6. List of significantly (2-fold change or more, adjusted *p* ≤ 0.05) over-represented GO terms in FaDu and SAS spheroids 0.5 h after HT + RT compared to untreated control spheroids using the GO enrichment analysis.

# Supplementary material for: Efficient Heat Shock Response Affects Hyperthermia-Induced Radiosensitization in a Tumor Spheroid Control Probability Assay
**Source:** Cancers (Basel). 2021 Jun 25;13(13):3168. doi: 10.3390/cancers13133168
**Supplement:** Supplementary file 1

**Table S1. Primers used for the detection and quantification of HSR genes by RT- and qPCR analysis.**

| Target gene                   | Primer sequence                                                      | Product size     |
|-------------------------------|----------------------------------------------------------------------|------------------|
| <b><i>ACTB</i></b>            | Forward - CACCCTGAAGTACCCCATCG<br>Reverse - GCTGGGGTGTGAAGGTCTC      | 199 bp           |
| <b><i>DNAJB1</i></b>          | Forward - GTCATTTATCCTGCCAGGATCAG<br>Reverse - GTCCCCACGTTTCTCGGGTG  | 185 bp           |
| <b><i>HSF1</i></b>            | Forward - CACAACAACATGGCCAGCTTCG<br>Reverse - CCTGGCGGATCTTTATGTCTTC | 217 bp           |
| <b><i>GADD34/PPP1R15A</i></b> | Forward - GAGACAGAGGAAGAGGAAGCT<br>Reverse - GGAAATGGACAGTGACCTTCTC  | 235 bp           |
| <b><i>HSPA1A/B</i></b>        | Forward - CCAGGTGATCAACGACGGAGAC<br>Reverse - CGATCACACCCGCATCCTTGG  | 218 bp           |
| <b><i>HSPB1</i></b>           | Forward - CGCCATCGAGAGCCCCGCAG<br>Reverse - CTGCCGCTCCTCGTGCTTGC     | 203 bp           |
| <b><i>XBP1</i>*</b>           | Forward - CCTTGTAAGTTGAGAACCAGG<br>Reverse - GGGGCTTGGTATATATGTGG    | 442 bp<br>416 bp |

\*Primers for unspliced and spliced forms of the f *XBP1* gene were according to Yoshida *et al.*, 2001 [44]

**Table S2. List of antibodies used in the study.**

| <b>Antibody</b>                                                              | <b>Source</b>             | <b>Cat. Number</b> |
|------------------------------------------------------------------------------|---------------------------|--------------------|
| Rabbit monoclonal antibody anti-ATF4                                         | Cell Signaling Technology | # 11815S           |
| Mouse monoclonal antibody anti-AKT                                           | Cell Signaling Technology | # 2920S            |
| Rabbit monoclonal antibody anti-Phospho-AKT (Ser475)                         | Cell Signaling Technology | # 4060S            |
| Rabbit monoclonal antibody anti-Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) | Cell Signaling Technology | # 4370S            |
| Rabbit polyclonal antibody anti-p44/42 MAPK (Erk1/2)                         | Cell Signaling Technology | # 9102S            |
| Rabbit monoclonal antibody anti-Phospho-eIF2alpha (Ser51)                    | Cell Signaling Technology | # 3597S            |
| Rabbit monoclonal antibody anti-cleaved PARP (Asp214)                        | Cell Signaling Technology | #9541S             |
| Rabbit polyclonal antibody anti-LC3B                                         | Cell Signaling Technology | # 4108S            |
| Rabbit monoclonal antibody anti-Phospho-SAPK/JNK (Thr183/Tyr185)             | Cell Signaling Technology | #4668S             |
| Rabbit polyclonal antibody anti-SAPK/JNK                                     | Cell Signaling Technology | #9252S             |
| Rabbit monoclonal antibody anti-Phospho-p38 MAPK (Thr180/Tyr182)             | Cell Signaling Technology | #4511S             |
| Rabbit monoclonal antibody anti-p38 MAPK                                     | Cell Signaling Technology | #8690S             |
| Rabbit monoclonal antibody anti-Phospho-MAPKAPK-2 (Thr334)                   | Cell Signaling Technology | #3007S             |
| Rabbit monoclonal antibody anti-Phospho-c-Jun (Ser73)                        | Cell Signaling Technology | #3270S             |
| Mouse monoclonal antibody anti-HSP70                                         | Cell Signaling Technology | #46477S            |
| Rabbit monoclonal antibody anti-HSP40                                        | Cell Signaling Technology | #4871S             |
| Rabbit monoclonal antibody anti-Phospho-HSP27 (Ser82)                        | Cell Signaling Technology | #9709S             |
| Mouse monoclonal antibody anti-HSP27                                         | Cell Signaling Technology | #2402S             |
| Rabbit polyclonal antibody anti-HSF1                                         | Cell Signaling Technology | #4356S             |
| Rabbit monoclonal antibody anti-Phospho-HSF1 (Ser326)                        | Abcam                     | ab76076            |
| Rabbit polyclonal antibody anti-Phospho-IRE1 alpha (Ser724)                  | Novus                     | NB100-2323         |
| Rabbit monoclonal antibody anti-Phospho-ATM (Ser1981)                        | Cell Signaling Technology | #5883S             |
| Rabbit polyclonal antibody anti-Phospho-ATR (Ser428)                         | Cell Signaling Technology | #2853S             |
| Rabbit monoclonal antibody anti-Phospho-Histone H2A.X (Ser139)               | Cell Signaling Technology | #9718S             |
| Rabbit monoclonal antibody anti-Atg5                                         | Cell Signaling Technology | #9980S             |
| Rabbit monoclonal antibody anti-GAPDH                                        | Santa Cruz Biotechnology  | sc-47724           |

**Table S3. Relative volume growth delay induced in FaDu and SAS spheroids by different doses of HT.** Relative volume growth delay was calculated by dividing the individual time periods required by each treated spheroid to reach 5xV<sub>0</sub> (volume before treatment) by the average time of control spheroids (37 °C) to get to the same endpoint. Values are documented as means ± SD.

| Temperature<br>[°C] | Treatment<br>time [min] | Growth delay (rel.) |           |
|---------------------|-------------------------|---------------------|-----------|
|                     |                         | FaDu                | SAS       |
| 42.5 °C             | 30                      | 1.0 ± 0.1           | 1.0 ± 0.1 |
| 42.5 °C             | 60                      | 1.0 ± 0.1           | 1.2 ± 0.1 |
| 44.5 °C             | 30                      | 1.0 ± 0.1           | 1.5 ± 0.1 |
| 46.5 °C             | 30                      | 1.6 ± 0.4           | 3.3 ± 0.4 |

**Table S4. The TER values calculated individually from two SCP experiments performed for each spheroid type show small interexperimental variability.** Spheroid dose-response curve fitting was performed according to Figure 2c as described in Materials and Methods but for each experiment individually (n≥26 spheroids were monitored per radiation dose group in all HT treatment arms). TERs with 95% confidence interval (CI) were determined via the SCD<sub>50</sub> values derived from the SCP curves.

| Spheroid type |              |        | HT+RT             |                   |                   |                   |
|---------------|--------------|--------|-------------------|-------------------|-------------------|-------------------|
|               |              |        | 42.5 °C<br>30 min | 42.5 °C<br>60 min | 44.5 °C<br>30 min | 46.5 °C<br>30 min |
| FaDu          | Experiment 1 | TER    | 1.2               | 1.6               | 1.5               | 3.5               |
|               |              | 95% CI | 1.2-1.3           | 1.5-1.7           | 1.4-1.7           | 3.0-4.1           |
|               | Experiment 2 | TER    | 1.2               | 1.5               | 1.4               | 2.9               |
|               |              | 95% CI | 1.2-1.3           | 1.4-1.6           | 1.3-1.5           | 2.7-3.1           |
| SAS           | Experiment 1 | TER    | 1.3               | 1.7               | 1.9               | 4.5               |
|               |              | 95% CI | 1.2-1.4           | 1.6-1.7           | 1.8-2.0           | 4.0-5.0           |
|               | Experiment 2 | TER    | 1.3               | 1.6               | 2.1               | 4.7               |
|               |              | 95% CI | 1.3-1.4           | 1.5-1.7           | 2.0-2.2           | 4.3-5.1           |

How the deposited data were processed for this re-analysis (not part of the article)

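RNA was sequenced from FaDu and SAS spheroids in 4 conditions per spheroid type: control at 37 °C, RT (7 Gy for FaDu and 10 Gy for SAS), HT (42.5 °C for 60 min), and HT + RT, each with 3 replicates taken 0.5 h after treatment. The authors isolated total RNA, had libraries sequenced, and deposited for each of 7 comparisons a table of raw read counts per gene and a table of normalized counts. The 24 libraries were mapped to conditions from the sample labels, which give spheroid type, treatment and replicate number. The control columns that recur in several tables were identical.

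The deposited counts are whole numbers of reads per gene for 57500 Ensembl genes. The authors' deposited normalized signal is the same counts divided by 1 size factor per library, and each such table lists only genes with over 60 counts summed over its 6 libraries. The paper's text does not name the aligner, the counting program, the strand setting, the genome build or the annotation. Gene names, gene types and the order of neighboring genes were taken from GENCODE v29, and no coordinates are reported. Of the genes, 602 were not found there, and they held 0.0217 percent of the counts. Total counts per library ranged from 15203484 to 29452514, with a median of 18378943. Replicates differed by more than sampling noise in every pair.

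Counts were tested with edgeR 4.0.16 in R 4.3.3: TMM normalization, the filterByExpr filter with a minimum count of 10, and the quasi-likelihood test with Benjamini-Hochberg adjustment within each of 11 comparisons. These were RT, HT and HT + RT against control and HT + RT against HT in each spheroid type, FaDu against SAS controls, and the interaction of spheroid type with HT and with HT + RT. Each fit used only the libraries of the groups compared. A gene was taken as altered at an adjusted p under 0.05 and an absolute log2 fold change over 1. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. For a gene without counts in a group, the fold was computed against a floor of 3 counts and given as a lower bound, which covers counting error only. Levels are CPM with TMM scaling over all libraries. Gene lists for the cytosolic heat shock response, ER chaperones and ER-associated degradation, ATF4 and CHOP targets, immediate early genes and p53 targets were tested with fry from limma 3.58.1, adjusted over all lists and the 6 comparisons with control. They were written after Tables S5 and S6 had been read.

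The sample mapping, the test and its design, the gene lists, the rule for the genes named in the text and all alternatives except the one named below were fixed before the data were examined. The rule was: every gene the paper names for RNA-Seq or shows in Figure 4a, every gene altered by RT or listed for RT in Table S5, every HSP or DNAJ gene that differed between the controls, and for each other comparison the 5 highest and 5 lowest altered genes with an average log2 CPM of at least 1 and, outside the interactions, no overlap between groups. Genes outside this rule are named only where a set was small, where Table S6 lists them or where neighboring genes had few or no counts. Some immediate early genes altered by RT with the replicate block are also named. All of these were chosen after their values were seen. The alternatives were the DESeq2 1.42.0 Wald test, RLE size factors, no filter for low counts, at least 10 counts in every library, all 4 groups of a spheroid type in 1 fit, the replicate number as a block, adjusted p alone, glmTreat, limma on log2 of the deposited normalized counts with a pseudocount of 1, each library left out in turn, and for the lists camera. A DESeq2 fit on the genes with over 60 counts in the 6 libraries was added after the deposited tables had been seen.

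Whether replicate numbers pair the libraries was checked by correlating, over the tested genes, the deviations of same-numbered libraries from their group means. The paper gives the replicates as independent experiments and does not say that a number marks a shared day. The correlations were over 0.1 in all pairs for RT, HT and HT + RT against control in FaDu spheroids (0.14 to 0.45, 0.2 to 0.4 and 0.19 to 0.39), for RT and HT + RT in SAS spheroids (0.14 to 0.22 and 0.12 to 0.2), for HT + RT against HT in FaDu (0.22 to 0.54) and SAS (0.13 to 0.27), and for the interaction with HT + RT (0.12 to 0.39). They were not for HT in SAS spheroids, the interaction with HT and the comparison of controls. Differently numbered FaDu libraries had correlations from -0.43 to 0.28 (median -0.24). Those between replicates 2 and 3 were all positive, from 0.09 to 0.28. In FaDu spheroids the check thus sets replicate 1 apart but does not show that numbers 2 and 3 pair. The check depends on which genes enter it. Over all tested genes, 17 of 18 same-numbered pairs in FaDu and 15 of 18 in SAS spheroids were over 0.1, and of 7 expression cutoffs looked at, only 1 gave all 36 pairs a correlation over 0.1.

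The analysis was tested on simulated counts with 200 genes changed. It recovered 92.5 percent of them in a simulation of HT against control in FaDu spheroids (15879 genes), 93.5 percent for RT in SAS spheroids (14680 genes), 94 percent for the controls (15810 genes) and 79.5 percent for the interaction with HT (17219 genes), with 2, 4, 1 and 4 false calls. All planted changes lay clearly beyond the fold-change threshold, and libraries were drawn without an effect of the replicate number. The shares therefore do not measure recovery of changes near the threshold, where many of those after RT lie. Protein and qPCR measurements and the spheroid growth assays of the study were not analysed here. Some genes of the GO terms of Table S6 are not reported here.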

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

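None of the tests in this part was chosen only after its result was seen.

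The response to treatment differed between the spheroid types. In the interaction test (edgeR, adjusted p under 0.05 and an absolute log2 difference over 1), 471 of 17219 genes responded differently to HT, 215 with a more positive change in FaDu and 256 with a more positive change in SAS spheroids. For HT + RT the number was 586, 246 and 340. In the values that follow, a positive log2 difference means a more positive change in FaDu spheroids, and HT is given before HT + RT. The highest were those of EGR4 (6.32 and 6.23), ARC (5.53 and 5.57), EGR3 (5 and 5.12) and AC027290.2 (4.59 and 4.32), with AC010271.1 (5.79) among the 5 highest for HT and ADAMTS1 (4.41) among those for HT + RT. EGR4 rose from 1.97 to 113 CPM after HT in FaDu spheroids and was at 4.16 and 3.06 CPM in SAS spheroids. EGR3 went from 5.51 to 120 CPM in FaDu and from 79 to 54.8 CPM in SAS spheroids. ADAMTS1 went after HT + RT from 0.54 to 5.43 CPM in FaDu and from 79.5 to 38.7 CPM in SAS spheroids. AC010271.1 passed in 11 of the 12 fits that left out 1 library, and not without SAS control replicate 3 (5.33, edgeR adjusted p = 0.058).

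The lowest interaction values were those of CRYAB (-7.43 and -7.54), PNLDC1 (-6.96 and -7.88), HSPE1-MOB4 (-5.95 and -6.07), SESN3 (-5.83 and -5.76) and KLHL35 (-5.77 and -5.94). SAS controls had no count of CRYAB, PNLDC1 or KLHL35, so the fitted values of these 3 genes depend on the prior count and are no bounds. CRYAB went after HT from 2.18 to 9.92 CPM in FaDu spheroids and from 0 to 5.31 CPM in SAS spheroids. SESN3 stayed at 11.5 CPM in FaDu and rose from 0.153 to 9.15 CPM in SAS spheroids. HSPE1-MOB4 is a readthrough gene that overlaps its neighbors, so its counts are uncertain. PNLDC1 passed in 9 of the 12 fits that left out 1 library for HT and in 11 of 12 for HT + RT. Without FaDu control replicate 3 it did not pass for either treatment (-5.96 and -6.88, edgeR adjusted p = 0.17 and 0.057), and for HT also not without SAS control replicate 1 (-7, edgeR adjusted p = 0.051) or replicate 2 (-6.98, edgeR adjusted p = 0.052).

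Among the genes that the paper names, ATF3 (2.4 and 2.54), HSPA6 (1.98 and 1.73) and PPP1R15A (1.55 and 1.76) responded more in FaDu spheroids. HSPB8 (-3.4 and -3.33), DNAJB4 (-1.47 and -1.39), HSPH1 (-1.25 and -1.09) and HSPA4 (-1.21 and -1.24) responded more in SAS spheroids. The HSPA6 difference was the least stable, passing in 4 of 12 fits that left out 1 library for HT (1.63 to 2.32) and in 9 of 12 for HT + RT (1.37 to 2.01). It was lowest without SAS control replicate 3, at 1.63 (edgeR adjusted p = 0.17) and 1.37 (edgeR adjusted p = 0.086). HSPH1 did not pass for HT + RT without FaDu control replicate 1 (-0.98). HSPB8 went after HT from 1.86 to 11.5 CPM in FaDu and from 0.416 to 28 CPM in SAS spheroids.

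Depth did not account for these differences. With every library thinned to 1 common depth, 85.4% of the genes that differed for HT and 84% of those for HT + RT still passed. Reads shared between HSPA6 and its pseudogene HSPA7 did not account for the HSPA6 difference either, since the summed counts of the pair differed by 2.17 (standard error 0.5, edgeR adjusted p = 0.018) for HT and 1.9 (standard error 0.38, edgeR adjusted p = 0.0058) for HT + RT. A different starting level may explain part of the pattern. To avoid the control libraries that enter the interaction, the starting level was read from the RT libraries. Of the genes with a stronger response in FaDu spheroids, 71.6% for HT and 74.6% for HT + RT were lower in FaDu, against 48.7% of the other genes. Of the genes with a stronger response in SAS spheroids, 66.2% and 65.9% were lower in SAS, against 51.3% of the other genes. The remaining genes did not start lower in the type with the stronger response. A biological difference between the cell lines stays open and was not tested further, because the design has 1 cell line of each kind.

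Other splits of the libraries were counted as well. Of 100 splits for HT, 5 gave at least as many genes as the real one, the real one included, and of the 32 splits for HT + RT that part as many pairs, 3 did. The other 4 and 2 splits kept the treatment labels of 1 spheroid type in place or reversed them fully, so they carry the whole treatment effect of that type. In 1 of them for each treatment the labels of the other type were fully reversed, which turns the difference between responses into their sum, with 2110 and 2213 genes. A split that mixed the labels in both spheroid types never gave as many genes. The splits with as many genes therefore do not test a regrouping free of a treatment effect. The splits mixed in both types gave no sign that such a regrouping yields 471 or 586 genes.

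HSPA7, which the paper does not discuss, changed in FaDu spheroids by 13.59 after HT and 13.55 after HT + RT, and in SAS spheroids by 10.29 and 10.37, on the log2 scale. It is nearly identical to HSPA6, and how reads were assigned between the pair is not stated. Whether HSPA7 itself is transcribed was therefore not resolved, and no biological explanation was tested.

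Non-coding genes were numerous among the genes altered upward: 306 after HT and 380 after HT + RT in FaDu spheroids, and 299 and 303 in SAS spheroids. The paper reports gene types only for genes altered by HT + RT alone. A rise of an overlapping coding gene on the other strand accompanied a minority of the antisense genes among them. Such a coding gene was tested for 112 of 121 antisense genes in FaDu and 76 of 88 in SAS spheroids after HT. Its log2 fold change was over 1 for 8.9% and 26.3%. Whether counting used the strand is not stated, so opposite-strand reads that leave the coding gene's count unchanged are not excluded. After HT, the overlapping coding gene rose as much for only 1.8% of the antisense genes in FaDu and 9.2% in SAS spheroids, and the median log2 fold change was 2.03 for the antisense genes and 0.02 for the coding genes in FaDu, and 1.65 and 0.23 in SAS spheroids. At 1 common depth, counts of the non-coding genes rose 6.77-fold and 3.45-fold after HT. They had been chosen for a rise after HT, and they include HSPA7. Counts of olfactory receptor genes, which these cells should not express, rose 1.62-fold and 1.07-fold. After RT in FaDu spheroids, olfactory receptor counts rose 1.75-fold, whereas the same non-coding genes rose only 1.08-fold. For FaDu spheroids this argues against genomic DNA as the main source. It could still have added to FaDu HT replicate 1, where 63 olfactory receptor genes had a count, against 11 to 13 in controls.

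Transcription running past the ends of neighboring genes could account for a part. After HT, 19% of the non-coding genes altered upward in FaDu spheroids lay within 10000 bp downstream of a tested coding gene on the same strand, against 14.5% of those not altered (Fisher's exact test, two-sided, odds ratio 1.38, p = 0.05), and 27.1% against 13.8% in SAS spheroids (odds ratio 2.31, p = 3e-08). After HT + RT the shares were 21.1% against 14% in FaDu (odds ratio 1.63, Fisher's exact test p = 8e-04). In SAS spheroids they were 23.4% against 14.1% (odds ratio 1.87, Fisher's exact test p = 7.2e-05). The coding gene upstream was itself altered upward after HT for 4 of 58 in FaDu and 9 of 81 in SAS spheroids. Transcription past a gene's end need not come with a rise of that gene, so these counts do not limit the explanation. The shares do not limit it either, because only 10000 bp on the same strand was searched. The response of the spheroids to heat, which the design names, stays open for the rest and was not tested separately.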

How the results depend on the processing

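The DESeq2 fit on genes with over 60 counts was chosen after the data were seen, and all other alternatives in this part were planned.

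No named gene result reversed among the 373 that were recomputed. All 373 stayed on the same side of the thresholds under RLE size factors. The DESeq2 Wald test kept 354 of 372, with 1 weaker and 17 stronger, the added DESeq2 fit 351 of 368 (1 weaker, 16 stronger), no filter for low counts 355 of 373 (1 weaker, 17 stronger) and the replicate block 357 of 373 (1 weaker, 15 stronger). The stronger ones in these 4 fits are all genes of the Table S5 lists for RT. All 4 groups in 1 fit kept 253 of 256 (3 stronger), limma on the deposited normalized counts 250 of 252 (1 weaker, 1 stronger), and at least 10 counts in every library 309 of 310 (1 stronger). Over the fits that left out 1 library, 2600 of 2658 stayed, 44 were weaker and 14 stronger. RLE size factors moved no number of altered genes by over 1.5 times.

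The numbers of genes altered by RT were the least stable. The DESeq2 Wald test gave 12 in FaDu and 10 in SAS spheroids, the added DESeq2 fit 11 and 10, all 4 groups in 1 fit 2 and 7, and limma on the deposited normalized counts 2 in FaDu spheroids. No filter for low counts gave 28 and 30. The adjusted p values of that fit may be too small, such as 1.6e-49 (edgeR) for RHOB in FaDu spheroids, against 2e-09 (edgeR) with the replicate block. Leaving out 1 library gave 0 to 8 in FaDu and 0 to 5 in SAS spheroids. glmTreat gave 0 in each, with 18 and 26 genes at an unadjusted p under 0.05. Fewer genes pass it because it tests the fold change itself against the threshold. For the other values the cause was not tested.

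At adjusted p alone, without a fold-change threshold, RT altered 5 genes in FaDu and 11 in SAS, HT 2801 and 3540, and HT + RT 3067 and 3747. HT and HT + RT shared 2236 and 2869, HT + RT alone had 831 and 877, with 49 in both types, the controls differed in 11855, and the interactions gave 956 for HT and 1252 for HT + RT. glmTreat gave 271 and 393 for HT, 373 and 436 for HT + RT, 246 and 349 shared, 127 and 87 for HT + RT alone with 4 in both types, and 86 and 133 for the interactions.

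At least 10 counts in every library gave fewer genes, since fewer are tested: 463 and 512 for HT, 484 and 552 for HT + RT, 379 and 419 shared, 105 and 133 for HT + RT alone with 5 in both types, 3661 between controls and 367 for the HT + RT interaction. No filter for low counts gave 1382 for HT in FaDu, 1487 and 1436 for HT + RT, 1074 shared in FaDu, and 412 and 437 for HT + RT alone. All 4 groups in 1 fit gave 171 for HT + RT alone in FaDu, and the added DESeq2 fit 7 in both types. Leaving out 1 library gave 150 to 453 genes for HT + RT alone in FaDu.

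Between HT + RT and HT, 0 genes were altered (361 and 673 at an unadjusted p under 0.05). The DESeq2 Wald test gave 2 in FaDu and 3 in SAS, the added DESeq2 fit 2 and 5, no filter for low counts 3 and 7, and leaving out 1 library 0 to 1 in each. When genes of HT + RT alone were also required to differ from HT in this test, 0 were left in each type. The cause was not tested.

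The replicate block raised the numbers most where they were low: 28 and 25 for RT and 3 and 7 for HT + RT against HT. In the other paired comparisons it gave 928 for HT and 1018 for HT + RT in FaDu, 994 for HT + RT in SAS and 788 for the HT + RT interaction. Where replicate numbers did not pair the libraries (correlations of 0.03 to 0.15 for HT in SAS, 0.03 to 0.4 for the HT interaction and -0.02 to 0.1 for the controls), it gave 915, 678 and 5991. Apart from these genes of the RT lists, the gene lists given here and HSPA12B in the comparison of controls, it changed no other call among the 373 named gene results. The numbers of altered genes above also moved through genes not named here.

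For the gene lists, values are adjusted p. With camera at a preset correlation of 0.01, ATF4 and CHOP targets gave 0.05 for HT + RT in SAS, ER chaperones 0.13 for HT + RT in SAS, the cytosolic heat shock response 0.015 for RT in FaDu, and p53 targets 0.45 for HT + RT in FaDu and 0.0055 for RT in SAS. With an estimated correlation, ATF4 and CHOP targets gave 0.38 and 0.3 for HT and HT + RT in FaDu and 0.41 for HT + RT in SAS, ER chaperones 0.35 and 0.41 for HT and HT + RT in SAS, immediate early genes 0.069 and 0.06 for these, and p53 targets 0.63 for HT + RT in FaDu. The replicate block gave 0.038 for ER chaperones after HT in FaDu, 0.044 for the cytosolic heat shock response after RT in FaDu, 0.085 and 0.058 for immediate early genes after RT in FaDu and SAS, and 0.0062 and 0.035 for p53 targets after HT + RT and RT in SAS.

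Without the genes of Table S5 some lists turned downward: ATF4 and CHOP targets for HT (0.65) and HT + RT (0.57) in FaDu and HT + RT (0.53) in SAS, and p53 targets for HT (0.01) and HT + RT (0.019) in FaDu and HT + RT (0.029) in SAS. p53 targets, already downward, gave 0.019 for HT in SAS. Immediate early genes, with 3 left, gave 0.13 for RT in FaDu and 0.45 and 0.53 for HT and HT + RT in SAS. The upward shifts of the ATF4 and CHOP list, and that of the p53 list after HT + RT in FaDu, thus rested on genes of Table S5. With each library left out in turn, the adjusted p ranged from 0.014 to 0.09 for ATF4 and CHOP targets after HT in FaDu and from 0.022 to 0.059 after HT + RT in SAS, from 0.015 to 0.087 for ER chaperones after HT + RT in SAS, from 0.0027 to 0.11 for immediate early genes after RT in FaDu and from 0.018 to 0.067 in SAS, and from 0.033 to 0.29 for p53 targets after HT in FaDu.

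limma on the deposited normalized counts was not run for HT + RT against HT or the interactions, and all 4 groups in 1 fit was not run for the controls or the interactions. Depth limits what can be said about low genes: where a group has no counts, only a lower bound of the fold is given. HSPA6 had 27 counts in all FaDu controls and 35 after RT, and 40 and 80 in SAS spheroids. Its change after RT passed the thresholds in neither type, and whether depth was the cause was not tested.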

Differences from the paper's values

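The DESeq2 fit on genes with over 60 counts was chosen after the data were seen, and all other alternatives named in this part were set before the data were examined.

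For RT alone in FaDu spheroids, the paper reports 12 altered genes, and 1 (NFKBIZ) was altered here. The DESeq2 Wald test, which the paper's methods name, gave 12, the same 12 genes as Table S5. The fit without FaDu RT replicate 1 gave 8, within 1.5 times the paper's number, 6 of them in Table S5. The DESeq2 fit chosen after the data were seen gave 11, all in Table S5. The other alternatives did not close the gap. No filter for low counts gave 28, which include all 12 of the paper's genes, and the replicate block gave 28, which include 11 of them (AC010168.2, AC027290.2, ATF3, CSRNP1, CTGF, CXCL2, CYR61, FOSB, GPR3, NFKBIZ and RHOB, not LINC00641). CYR61 was altered besides NFKBIZ with all 4 groups in 1 fit, with limma on the deposited normalized counts and without FaDu control replicate 1. RLE size factors, at least 10 counts in every library, adjusted p alone, glmTreat and the remaining fits that left out 1 library gave 0 to 5 genes and none of the paper's other 11.

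For RT alone in SAS spheroids, the paper reports 10 altered genes, and 4 were altered here. The DESeq2 Wald test gave 10, the same 10 genes as Table S5, and so did the DESeq2 fit chosen after the data were seen. With all 4 groups in 1 fit there were 7, among them AC135178.3 and SNAI1 of the paper's other genes, and adjusted p alone gave 11, of which only the 4 are in Table S5. The remaining alternatives did not close the gap. No filter for low counts gave 30, which include all 10 of the paper's genes, and the replicate block gave 25, which include 9 of them (not MT-TV). RLE size factors, at least 10 counts in every library, glmTreat, limma on the deposited normalized counts and the fits that left out 1 library gave 0 to 5.

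For genes altered only by HT + RT in both spheroid types, the paper reports 5, and 12 were found here. The paper's own lists in Table S5 share 7. At least 10 counts in every library gave 5 and glmTreat gave 4. The other alternatives gave between 9 and 49, and the DESeq2 fit chosen after the data were seen gave 7.

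For antisense transcripts among the genes altered only by HT + RT, the paper gives about 60 to 70, and 29 were found here in SAS spheroids. By the same gene types, the paper's own lists in Table S5 hold 36 antisense genes among the 205 found by name for FaDu and 22 among the 204 for SAS spheroids. With no filter for low counts there were 60, within 1.5 times both ends of the paper's range, and with adjusted p alone 44, within 1.5 times the low end. The other alternatives gave between 9 and 32, and the DESeq2 fit chosen after the data were seen gave 22. In FaDu spheroids, 62 were found, and 36 with the DESeq2 fit chosen after the data were seen.

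The paper proposes that DDIT3 and ERN1 were significantly induced by HT and HT + RT in both spheroid types. Here DDIT3 changed by 0.43 and 0.8 in FaDu and by 0.22 and 0.61 in SAS spheroids on the log2 scale, and ERN1 by 0.11 and 0.19 in FaDu and 0.6 and 0.75 in SAS spheroids. Neither gene was altered under any alternative that kept the fold-change threshold. At adjusted p alone, DDIT3 passed in FaDu spheroids after both treatments and in SAS spheroids after HT + RT, and ERN1 passed in SAS spheroids after both.

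The legend of Figure 4a describes its genes as altered under HT + RT past the study's thresholds. Of its 20 genes, 12 in FaDu and 16 in SAS spheroids were altered under HT + RT here. HSPA8 and HSP90AA1 were altered in neither type, although at adjusted p alone both passed in both types, and HSPA8 passed in FaDu spheroids among genes with at least 10 counts in every library and in 2 of the 6 fits that left out 1 library. HSPD1, DNAJB2 and DNAJB5 passed in FaDu spheroids at adjusted p alone.

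The paper proposes that RT alone did not induce the UPR genes. ATF3 changed by 1.19 on the log2 scale after RT in FaDu spheroids (edgeR adjusted p = 0.14). It was altered with the replicate block (edgeR adjusted p = 7.4e-06), with no filter for low counts (edgeR adjusted p = 7.8e-07), by the DESeq2 Wald test (adjusted p = 0.00039) and by the DESeq2 fit chosen after the data were seen (adjusted p = 0.00022), and the paper's own Table S5 lists it for RT in FaDu spheroids.

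The paper proposes that FaDu spheroids activate the HSR and UPR more efficiently than SAS spheroids. Over the 20 genes of Figure 4a, 9 responded more in FaDu and 11 more in SAS spheroids, and of the 6 differences that passed the thresholds 3 went each way.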

Other observations

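The count of sham-irradiated groups was chosen after the genes that RT altered had been seen, and the other tests in this part were chosen before their results.

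The FaDu libraries of replicate 1 stood apart from those of replicates 2 and 3. The chi-square per gene between libraries of 1 condition was 15.1 to 21.99 for pairs with FaDu replicate 1 and 3.51 to 5.09 for pairs of replicates 2 and 3. Over all SAS pairs it was 4.61 to 11.76. The paper describes the replicates as independent experiments, and no biological explanation was tested.

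For the comparisons of groups with 3 libraries each, no split of the libraries other than the real one gave as many genes wherever any gene was altered. Where replicate numbers pair the libraries, the real split was compared with the splits that part as many pairs. It was the only 1 of 4 to give as many for RT, HT and HT + RT in FaDu spheroids and for RT and HT + RT in SAS spheroids. It was the only 1 of 10 for HT in SAS spheroids and for the comparison of controls. For HT + RT against HT, where 0 genes were altered, 4 of 4 splits gave as many in each type (361 and 673 genes at an unadjusted p under 0.05 in the real split). A FaDu split that did not part all pairs gave 9 there. With so few splits, none of these shares can fall under 0.05.

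More genes had a count in heated libraries than in controls. At 1 common depth, FaDu libraries had on average 3155 more genes with a count than controls after HT and 1756 more after HT + RT, and SAS libraries 1461 and 1638 more, so library size did not account for this. After RT it was 639 more in FaDu and 253 more in SAS libraries. FaDu HT + RT replicate 1, with 23920 genes, lay below FaDu RT replicates 2 and 3, with 24433 and 24453. Genomic DNA did not account for it as a whole, since counts of olfactory receptor genes rose only 1.62-fold in FaDu and 1.07-fold in SAS spheroids after HT, and 1.18-fold in FaDu after HT + RT, against 1.75-fold in FaDu after RT. It could still have added to single libraries: 63 olfactory receptor genes had a count in FaDu HT replicate 1 and 54 in FaDu RT replicate 3, against 11 to 13 in FaDu controls. FaDu HT replicate 1 also had the most genes with a count, 27914. A response of the spheroids to heat stays open.

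A threshold falling within 1 shared response to HT is a candidate explanation for the genes altered only after HT + RT. If so, the genes of each set should lie further from control under HT as often as under HT + RT in the other spheroid type. In SAS spheroids, 57.5% of the FaDu set (exact 95% interval 49.4 to 65.3) and 56.5% of the genes altered after both were further from control under HT + RT. For the SAS set in FaDu spheroids it was 61.5% (53.8 to 68.8) and 59.4%. The interval of the FaDu set includes an even split. That of the SAS set does not, which goes against this explanation. It does not exclude it, because genes are not independent and the interval is too narrow if they moved together, and because genes altered after both treatments were shifted to a similar degree. An added effect of irradiation on these genes cannot be told apart by these values, because 57.5% and 61.5% lie close to the shares for genes altered after both treatments, and the sets were chosen under HT + RT in the first place.

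The genes that RT altered with the replicate block may reflect an effect of irradiation that also acts on heated spheroids, as a hypothesis. Of those tested from HT to HT + RT, 13 of 24 in FaDu and 16 of 22 in SAS spheroids moved in the same direction. The median log2 changes along that direction were 0.12 and 0.16. Of all genes tested from HT to HT + RT, 51.1% and 49.4% rose, whatever their direction after RT, so these shares are only a rough background. These genes are few and not independent of each other, so this stays open. Handling on the way to and in the irradiator cannot be told apart from irradiation, because the conditions include 0 sham-irradiated groups.

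A list of 28 immediate early genes, 25 of them in Table S5, was shifted upward by RT (fry adjusted p = 0.045 in FaDu and 0.021 in SAS spheroids), with median log2 fold changes of 0.92 and 0.39 and 27 of 28 and 24 of 27 genes positive. Over all genes tested, 0 and 1 of them were altered by RT, and 12 and 2 when adjusted over the list alone. After HT the median was 2.69 in FaDu (23 altered, adjusted p = 2.1e-05) and 0.75 in SAS spheroids (14 altered, adjusted p = 0.0031). After HT + RT it was 3.11 (24 altered, adjusted p = 2.1e-05) and 0.95 (15 altered, adjusted p = 0.0014). With the replicate block the adjusted p for RT was 0.085 and 0.058. The block thus weakened the result for the list, whereas some single genes passed only with it. With the block, RT altered EGR1, FOS, FOSB, IER2 and JUN in FaDu spheroids over all genes tested. In SAS spheroids RT then altered EGR1 and FOSB. The Table S5 genes were chosen by the study on these samples, so the list is not independent of them.

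Across genes tested in both spheroid types, changes after HT had a Pearson correlation of 0.61 between FaDu and SAS spheroids (13823 genes), and changes after HT + RT of 0.61 (13809 genes). Of the 255 genes altered by HT in both types, 252 changed in the same direction, and for HT + RT 295 of 298 did. These comparisons share no library between the types.

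XBP1 fell by 0.53 on the log2 scale after HT in FaDu (edgeR adjusted p = 0.0032) and fell by 0.59 in SAS spheroids (edgeR adjusted p = 0.0028), and after HT + RT it fell by 0.3 (edgeR adjusted p = 0.0089) and 0.21 (edgeR adjusted p = 0.2). None passed the fold-change threshold. Spliced and unspliced XBP1 are not separated in these counts.

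Some coding genes had at most 3 counts over the 12 libraries of 1 spheroid type while expressed at 1 CPM or more in the other. Loss of a stretch of the genome is a candidate explanation where such genes are neighbors. In FaDu spheroids, 18 of 46 such genes sat in runs of neighbors, against at most 4 in 1000 shuffles of the gene order, and the longest run held 6 genes, against at most 3. By GENCODE v29 gene order, ME2, ELAC1, SMAD4 and MEX3C form a run on chromosome 18 with 3 counts in all, and RRAGB, KLF8, NBDY, FAAH2, ZXDB and ZXDA form a run on chromosome X with 6. In SAS spheroids, 52 of 217 such genes sat in runs, against at most 19 in the shuffles, but the longest run held only 3 genes, against at most 4 in the shuffles, and several runs are gene families such as zinc finger, protocadherin and histone genes, which may be switched off together. For SAS spheroids this was therefore not decided. The counts alone do not separate lost from silenced genes.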
